# Mapping Gene Expression in Excitatory Neurons during Hippocampal Late-Phase Long-Term Potentiation

**DOI:** 10.3389/fnmol.2017.00039

**Published:** 2017-02-22

**Authors:** Patrick B. Chen, Riki Kawaguchi, Charles Blum, Jennifer M. Achiro, Giovanni Coppola, Thomas J. O'Dell, Kelsey C. Martin

**Keywords:** hippocampus, synaptic plasticity, long-term potentiation, translational regulation, gene profiling, RNA sequencing

## Abstract

The persistence of long-lasting changes in synaptic connectivity that underlie long-term memory require new RNA and protein synthesis. To elucidate the temporal pattern of gene expression that gives rise to long-lasting neuronal plasticity, we analyzed differentially-expressed (DE) RNAs in mouse hippocampal slices following induction of late phase long-term potentiation (L-LTP) specifically within pyramidal excitatory neurons using Translating Ribosome Affinity Purification RNA sequencing (TRAP-seq). We detected time-dependent changes in up- and down-regulated ribosome-associated mRNAs over 2 h following L-LTP induction, with minimal overlap of DE transcripts between time points. TRAP-seq revealed greater numbers of DE transcripts and magnitudes of LTP-induced changes than RNA-seq of all cell types in the hippocampus. Neuron-enriched transcripts had greater changes at the ribosome-loading level than the total RNA level, while RNA-seq identified many non-neuronal DE mRNAs. Our results highlight the importance of considering both time course and cell-type specificity in activity-dependent gene expression during memory formation.

## Significance statement

Hippocampal long-term potentiation (LTP) serves as one of the best physiological correlates of behavioral learning and memory, with the persistence of LTP requiring new gene transcription and translation. However, the cell types within which these gene expression changes occur and the temporal regulation of these genes following LTP induction remain poorly understood. In this study, we utilized Translating Ribosome Affinity Purification to identify global changes in the ribosome-associated RNA population within excitatory hippocampal neurons during a critical, early time window following LTP induction. Through analysis of gene expression at three times points after LTP induction, our study provides a comprehensive and quantitative portrait of the gene expression changes that occur following induction of LTP within a specific population of neurons.

## Introduction

Synaptic plasticity, the experience-dependent remodeling of neuronal connectivity, provides a means of storing memories in the brain (Milner et al., 1998). Long-term potentiation (LTP) of hippocampal synapses, an activity-dependent, long-lasting increase in synaptic strength, provides an experimental model for investigating the cellular and molecular mechanisms underlying the formation of long-term hippocampal-dependent memories (Bliss and Collingridge, 1993). The late phase of LTP (L-LTP) can be differentiated from early LTP (E-LTP) by its requirement for RNA and protein synthesis (Frey et al., 1988; Nguyen et al., 1994). Previous studies have shown that pharmacological inhibition of transcription and translation within an early time window (<~2 h) after induction of LTP inhibits the persistence of LTP, but inhibition of transcription and translation at a later time point (>~2 h) has no effect on the persistence of L-LTP (Nguyen et al., 1994; Fonseca et al., 2006; Alberini, 2008, 2009). These observations are consistent with the idea that a critical early temporal window of new transcription and translation underlies the persistence of stimulus-induced plasticity and memory (Huang et al., 1996). Many activity-dependent and LTP-induced transcripts have been identified through candidate and whole-transcriptome approaches, with demonstrated functions for some of these genes during both LTP and memory (Abraham et al., 1991; Valor and Barco, 2012; Benito and Barco, 2015). In this study, we profiled the temporal pattern of gene expression specifically within excitatory pyramidal neurons following induction of Schaffer collateral (CA3 to CA1) hippocampal LTP.

The long-lasting changes in synaptic strength that occur after a learning event require the coordinated effort of multiple cell populations. Thus, excitatory neurons, astrocytes, and inhibitory neurons have all been shown to contribute to hippocampal LTP (Ji et al., 2001; Suzuki et al., 2011). Single-cell RNA sequencing of individual neurons (Zeisel et al., 2015) and cell-type specific RNA-seq (Zhang et al., 2014) have revealed large differences in the expression of transcripts between cell types within the brain. Previous studies of hippocampal gene expression following LTP induction (Lee et al., 2005; Park et al., 2006; Coba et al., 2008; Ryan et al., 2012; Cho et al., 2015) have not, however, differentiated between changes occurring in one cell population vs. another. The presence of multiple cell types in the hippocampus diminishes the true extent of differential expression following LTP induction, as many transcripts are expressed in multiple cell types, yet may be regulated only in subsets of these cells. New methodologies have been developed in recent years for cell-type specific analysis of genome-wide changes. These include the promoter-dependent tagging of ribosomal proteins with a small protein tag (Heiman et al., 2014), which allows for downstream purification of the ribosome-associated RNA population within a genetically defined cell population from tissue composed of multiple cell types.

Here, we take advantage of Translating Ribosome Affinity-Purification Sequencing (TRAP-Seq, Heiman et al., 2008; Sanz et al., 2009) and transcriptome profiling technologies (RNA-seq) to determine the time course of differential expression following LTP induction in a cell-type specific manner. We performed TRAP-seq of the ribosome-associated population of RNA purified from excitatory neurons in hippocampal CA3/CA1 mini-slices 30, 60, and 120 min following chemical induction of LTP. We identified 899 differentially-expressed (DE) transcripts by TRAP-seq across these time points. We found that upregulated and downregulated transcripts differed in their enrichment of biological functions, and that upregulated transcripts had significantly longer untranslated regions (UTRs) than downregulated transcripts. Furthermore, we detected an enrichment of specific RNA binding protein (RBP) motifs in the 3′ UTRs of upregulated transcripts. We found that different ensembles of transcripts were DE at each time point, with further temporal profiling of DE transcripts revealing clusters of temporally-regulated transcripts that were most prominently enriched in transcription-associated genes. While there was some overlap in the DE transcripts identified at each time point by TRAP-seq (from pyramidal neurons) and RNA-seq (from all cell types), TRAP-seq detected both greater numbers of DE transcripts and greater magnitudes of differential expression at all time points. Transcripts DE exclusively in TRAP-seq were enriched for cell adhesion and cytoskeletal genes, while transcripts DE exclusively in RNA-seq were enriched for cytokine genes. Bioinformatic analyses of the RNA-seq DE transcripts identified some DE transcripts that were enriched in microglial and astrocytic cell types. Taken together, our results highlight the complexity and diversity of gene expression that occurs following LTP induction, and underscore the importance of considering both cell-type specificity and time after stimulation in determining the program of gene expression that gives rise to long-lasting brain plasticity and memory.

## Results

To monitor the temporal pattern of gene expression within excitatory pyramidal neurons following induction of Schaffer collateral LTP, we prepared acute hippocampal mini-slices (which only contain the CA3/CA1 region) from adult RiboTag mice (Sanz et al., 2009) (Figure 1A). The RiboTag mouse expresses floxed HA-tagged ribosomal protein L22 (HA-L22) in cells expressing Cre recombinase, which allows for immunoprecipitation of ribosome-associated transcripts in a cell-type specific manner (Sanz et al., 2009). We crossed the RiboTag mouse line with a transgenic mouse line expressing Camk2α-cre (Tsien et al., 1996), resulting in endogenous levels of expression of HA-tagged ribosomes exclusively within excitatory pyramidal neurons of our hippocampal mini-slices (Figure 1B). We first tested the cell-type specificity of HA-L22 expression by immunoprecipitating ribosome-associated RNAs from hippocampal tissue and measuring the expression of cell-type specific transcripts by quantitative RT-PCR (qPCR). As shown in Figure 1C, the excitatory neuron-specific transcripts *Arc* and *Camk2a* were present in the affinity-purified RNA, but the inhibitory neuron-specific transcript *Gad1*, astrocyte-specific transcript *Gfap*, and oligodendrocyte-specific transcript *Cnpase* were heavily de-enriched. These results indicated that TRAP-seq from hippocampal slices from these mice would be enriched for transcripts expressed in excitatory neurons.

**Figure 1:**
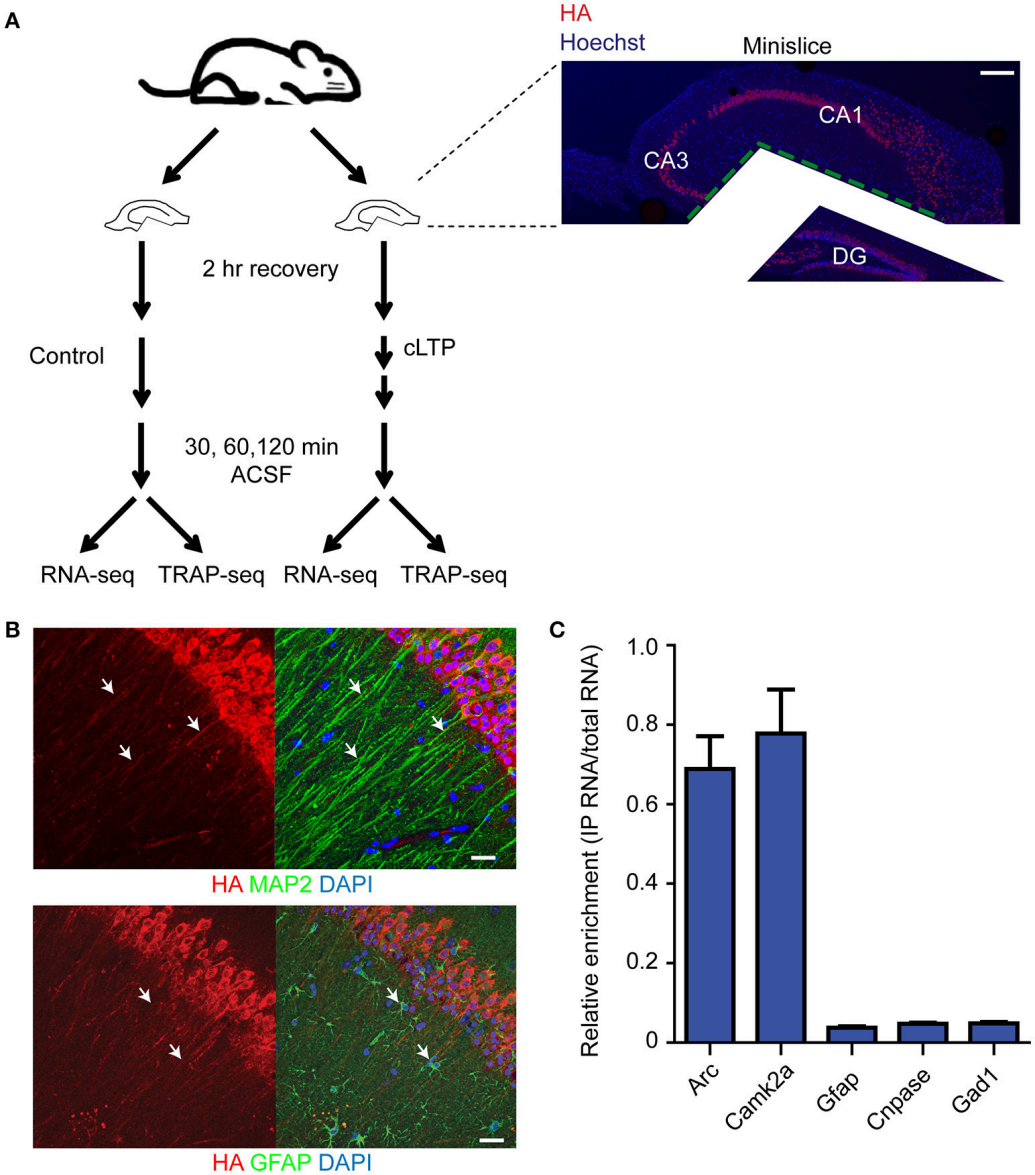
**Expression and RNA purification of ribosome-associated transcripts is specific for excitatory neurons. (A)** Diagram of the experimental design and immunohistochemistry demonstrating mini-slice preparation. Red = HA, blue = Hoechst. Scale bar = 200 μm. **(B)** HA-tagged ribosomes are expressed in excitatory neurons (labeled with Map2 antibodies with arrowheads pointing to overlap of signal, top) but not astrocytes (labeled with Gfap antibodies with arrowheads pointing to non-overlap of signal, bottom) within hippocampal mini-slices. Scale bar = 20 μm. **(C)** Immunoprecipitation and RNA purification of ribosome-associated populations from hippocampal mini-slices de-enriches for astrocytic (*Gfap*), oligodendrocytic (*Cnpase*) and inhibitory neuron-specific (*Gad1*) transcripts, but captures excitatory neuron specific transcripts (*Arc* and *Camk2a*). IP RNA values were normalized against input RNA values to generate de-enrichment ratios. *n* = 2 biological replicates, error bars = SEM.

To optimize identification of activity-dependent changes in gene expression, we also systematically reduced the variables in our experimental protocol. We first determined the optimal recovery time following slice preparation (2 h) for induction of LTP, using qPCR to monitor injury-induced up-regulation of a set of positive control immediate early transcripts (*Arc* and *c-Fos*) and phosphorylation levels of ERK1/2 and eIF4E (Figure S1A). We next examined the effect of age on stimulus-induced gene expression, and found that the magnitude of LTP-induced upregulation of *Arc* and *c-Fos* expression was significantly greater in 2 month-old mice than in 10.5–12-month old mice (Figure S1B). While the possibility of age-related decline in activity-dependent gene regulation is of great interest for future studies, we chose to focus our efforts in this study on the LTP induced changes in ~2.5 month old mice to maximize signal to noise in RNA-seq and TRAP-seq experiments.

The use of mini-slices that only contained CA3/CA2/CA1 regions allowed us to identify changes in gene expression occurring specifically within the circuit undergoing plasticity. We tested a variety of stimulation paradigms to induce L-LTP of CA3 to CA1 synapses. We found that electrical stimulation of the CA3-CA1 synapses using 2 × 100 Hz produced significantly lower amplitude changes in *Arc* and *c-Fos* expression as measured by qPCR than did chemical induction of LTP (data not shown). We chose a cLTP induction protocol that has been shown to be transcription- and translation-dependent (modified from Chotiner et al., 2003; see Materials and Methods) and that produces LTP by triggering bursting of CA3 neurons, and thus involves synaptic mechanisms of LTP induction since removal of CA3 prevents LTP induction (Makhinson et al., 1999). Slices were prepared from 10.5 to 12 week-old RiboTag mice. Immunohistochemistry using anti-HA antibodies revealed that ~95% of pyramidal neurons within CA1 stratum pyramidale expressed HA-tagged L22 (data not shown). Slices were allowed to recover for 2 h before stimulation with the 10 min cLTP induction protocol. Perfusion with artificial cerebrospinal fluid was then resumed for 30, 60, or 120 min before the slices were snap frozen for RNA immunoprecipitation/purification, library preparation, and RNA sequencing. 

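The 36 libraries hold 3 basal and 3 LTP replicates of ribosome-associated RNA and of total RNA at each of 30, 60 and 120 min, each replicate from the mini-slices of 4 mice. In basal slices at 30 min, Itpka, a kinase of inositol trisphosphate in dendritic spines, was 3.28 times higher by TRAP-seq than by RNA-seq (log2 ratio 1.71 ± 0.11, SE, n = 3 replicates per group), and Nrgn, the postsynaptic calmodulin-binding protein neurogranin, 3.19 times (1.67 ± 0.086). Of 10 markers of excitatory neurons, 8 were higher by TRAP-seq at 30 min, 7 at 60 min and 8 at 120 min, with a median ratio of 1.86; 1, the kainate receptor subunit Grik4, was lower at each time (0.747 times at 30 min). Most markers of other cells were far lower by TRAP-seq, with median ratios of 0.0753 for interneurons, 0.0667 for astrocytes, 0.0705 for oligodendrocytes, 0.0937 for microglia and 0.111 for endothelial cells. The ratio was 0.115 for choroid plexus and ependymal cells and 0.257 for meningeal fibroblasts. In each of these 2 lists 1 marker was higher by TRAP-seq at 30 and at 60 min. Gad2, which makes GABA in interneurons, was at 0.0437 times its RNA-seq level at 30 min. The 5 markers of dentate granule cells had a median ratio of 1.02. Over all genes tested in basal slices at 30 min, 4372 of 15072 were higher by TRAP-seq and 4926 lower, at the false discovery rate of 0.1 and absolute log2 fold change of 0.4 that the study uses. The libraries held 21265627 to 52459224 reads on genes. Rn45s, the precursor of ribosomal RNA, took 40.6 to 61.4% of the reads of the 3 TRAP-seq basal libraries at 120 min and 0.13 to 1.58% of those of the LTP libraries of that time, which left 10146353 to 16753607 other reads in each of the former. It reached 14.1% in RNA-seq basal and 9.8% in RNA-seq LTP libraries at 30 min, and 8.04% in a TRAP-seq LTP library at 30 min. The library kit keeps no strand, so that reads of genes that overlap on opposite strands cannot be told apart.

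**Figure D1:**
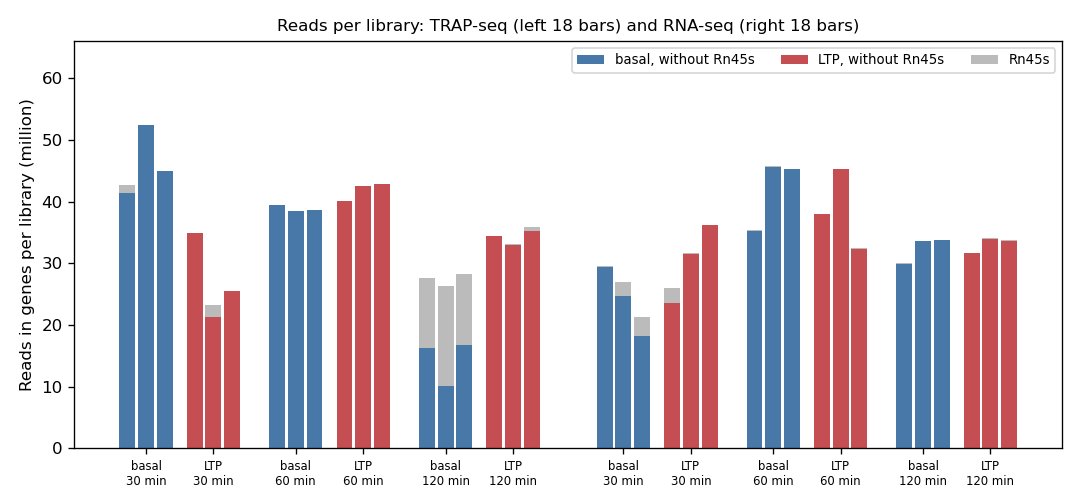
Reads per library, TRAP-seq on the left and RNA-seq on the right, 18 libraries each (3 replicates of basal and LTP slices at 30, 60 and 120 min). Grey, reads of the ribosomal RNA precursor Rn45s.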

We isolated both ribosome-associated RNA and total RNA from each set of mini-slices, and performed TRAP-seq to monitor changes in RNA association with ribosomes specifically in excitatory pyramidal neurons and total RNA sequencing (RNA-seq) to monitor changes in the whole mini-slice transcriptome.

### TRAP-seq: LTP-induced changes in ribosome-associated transcripts in CA3 and CA1 pyramidal neurons

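Arc, whose mRNA travels to active dendrites, had TMM-normalized counts of 3847, 4603 and 4249 in the 3 TRAP-seq basal replicates at 120 min and 18100, 22170 and 13950 in the LTP replicates. Map2, the main microtubule-associated protein of dendrites, had 9200, 10230 and 11580 in the same basal replicates. Over the genes tested, Pearson's r between the log2 counts of replicates of one group was 0.984 to 0.996 by TRAP-seq, lowest among the basal replicates at 120 min (0.984 to 0.989), and 0.992 to 0.997 by RNA-seq. On unlogged counts a few abundant genes decide r, and the most variable of them, Rn45s, was left out. The lowest value was then 0.901 by TRAP-seq (LTP, 30 min) and 0.757 by RNA-seq (basal, 30 min). These correlations are across genes, which are not independent replicates. The common biological coefficient of variation between TRAP-seq replicates was 0.0871 at 30 min, 0.0672 at 60 min and 0.0987 at 120 min, against 0.0754, 0.0629 and 0.0426 by RNA-seq.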

TRAP-seq results from the three biological replicates per time point were highly correlated (Pearson correlation coefficients of 0.99 for all time points; Figure S2). We assessed differential expression of transcripts using the Bioconductor package edgeR (Robinson et al., 2009). We considered a transcript significantly DE if the false discovery rate (FDR) was <0.1 and absolute log_2_ fold change was >0.4. We validated both differential expression and the fold-change cut-off by qPCR for 11 genes in an independently-generated biological replicate for the indicated time points (Figure S3). 

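By TRAP-seq, genes that neurons switch on with activity were higher in LTP than in basal slices from the first time point. Npas4, an activity-induced transcription factor, had log2 fold changes of 1.32 ± 0.075 at 30 min, 1.67 ± 0.076 at 60 min and 2.13 ± 0.15 at 120 min (± SE, n = 3 replicates per group). Arc had 1.03 ± 0.071, 1.45 ± 0.059 and 2.10 ± 0.15, and the inward rectifier potassium channel Kcnj2 0.60 ± 0.078, 0.72 ± 0.066 and 0.72 ± 0.14 (adjusted p = 5.44e-05 for Npas4, 8.83e-05 for Arc and 0.0109 for Kcnj2 at 30 min). Of 22 immediate early transcription factors, 9, 15 and 20 were higher at 30, 60 and 120 min and none was lower (10, 15 and 20 adjusted over the list alone). Of 20 effector genes of neuronal activity, 4, 8 and 11 were higher (5, 8 and 14 over the list alone), and of 20 genes regulated by cAMP and CREB, 4, 7 and 13 (4, 8 and 14 over the list alone); none of either list was lower. By edgeR's quasi-likelihood test, in all 56 transcripts were DE at 30 min (51 higher, 5 lower), 69 at 60 min (60 higher, 9 lower) and 226 at 120 min (189 higher, 37 lower), out of 14264, 14651 and 13820 tested. With the replicate as a block, which uses that basal and LTP slices of one replicate came from the same mice, 235, 264 and 440 were DE. In every DE transcript the 3 LTP values lay outside the range of the 3 basal values (chance gives 10% of genes); over all genes tested this held for 19.7, 18.7 and 18.6%. Single libraries moved the counts: at 30 min 17 were DE without basal replicate 1, 16 without basal replicate 2, 27 without LTP replicate 1 and 37 without LTP replicate 3, and at 120 min 105 without basal replicate 1, 150 without basal replicate 2, 408 without basal replicate 3, 138 without LTP replicate 1 and 137 without LTP replicate 2.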

The number of DE transcripts identified by TRAP-seq was: 90 at 30 min, 353 at 60 min, and 592 at 120 min (Figure 2A, Table S1), indicating a gradual increase in DE transcript numbers over time following LTP induction. 

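Lower by TRAP-seq in LTP slices at 30 min were 5 transcripts: Adrbk2, a kinase of G protein-coupled receptors (-0.41 ± 0.060, adjusted p = 0.0233; log2 fold change ± SE, n = 3 replicates per group), and Cpne2, Nr2f2, Plch1 and Rasgef1b. At 60 min Smarca4, the ATPase of the BAF chromatin remodelling complex, fell (-0.69 ± 0.068, adjusted p = 0.000615), with Ano1, Col6a3, Kif23, Dram2, Gpr146, Lct, Rfx2 and Zfp874b; Smarca4 was at 0.034 at 30 min and 0.033 at 120 min. Of the 37 lower at 120 min, the transcription factor Klf10 was at -0.45 ± 0.092, adjusted p = 0.0423. Kap, the kidney androgen-regulated protein, was at -2.84 ± 0.38, adjusted p = 0.0029, and Lrp2, the endocytic receptor megalin, was at -1.65 ± 0.28. Of these 37, 8 (among them Kap, Lrp2, Acsm2 and Pck1) are on a list of 30 kidney markers that was written after the values had been seen, and 12 of the 30 were abundant enough to be tested. Kap had no read in the 24 libraries of 30 and 60 min and at least 4 reads in each of the 12 libraries of 120 min. Some of the 30 markers were over 3 times higher in CPM at 120 min than at 30 and 60 min. The summed CPM of these at 120 min were 13.5 to 17 in TRAP-seq basal and 1.51 to 6.04 in TRAP-seq LTP libraries. They were picked by that rise, so that the sums are no independent evidence of it. Lars2 and Mir6236, also lower at 120 min, followed the share of Rn45s among the reads. Lower transcripts made up 8.9, 13 and 16.4% of the DE transcripts at 30, 60 and 120 min by the quasi-likelihood test, and 26.4, 47.3 and 33.6% with the replicate block, which called 62, 125 and 148 transcripts lower. Leaving out single libraries gave 0 to 19% at 30 min (0 without basal replicate 1 or basal replicate 2, 19 without basal replicate 3), 3.4 to 19.5% at 60 min (7.1 without basal replicate 2, 5.8 without basal replicate 3, 3.4 without LTP replicate 2 and 6.4 without LTP replicate 3) and 7.6 to 15.9% at 120 min (7.6 without basal replicate 1, 10.7 without basal replicate 2, 9.4 without LTP replicate 3).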

A large number and fraction of DE transcripts were downregulated at the two later time points (20, 50, and 40% at 30, 60, and 120 min, respectively; Figure 2A). 

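Egr2, a zinc finger immediate early factor, climbed from a log2 fold change of 0.60 ± 0.095 at 30 min to 1.68 ± 0.099 at 60 min and 3.13 ± 0.21 at 120 min by TRAP-seq (± SE, n = 3 replicates per group), and the mono-ADP-ribosyltransferase Tiparp from 0.17 ± 0.074 to 0.79 ± 0.12 and 1.69 ± 0.13. Others peaked earlier: the small GTPase Arl4d had 1.38 ± 0.14, 1.18 ± 0.060 and 0.73 ± 0.12, and the stress-response gene Gadd45g 1.65 ± 0.12, 2.00 ± 0.079 and 1.34 ± 0.13. Of the 264 transcripts DE at any time, 255 were measured at all 3 times, with a median absolute log2 fold change of 0.24, 0.27 and 0.56 at 30, 60 and 120 min. The value was largest at 120 min in 217 of the 255 and the log2 fold change rose at each step in 130 and fell at each step in 25. Most of these transcripts were DE at 120 min, which favours that time; among the 98 that were DE at 30 or 60 min and measured throughout, the median was 0.45, 0.50 and 0.72, and 60 were largest at 120 min. Whether the fold change of a transcript differed between times was not tested.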

Comparison of the magnitude of the fold-change of transcripts over time revealed that many individual transcripts underwent a time-dependent increase in amplitude of down- or upregulation (more intense green and red signals in the heat map in Figure 2B).

**Figure 2:**
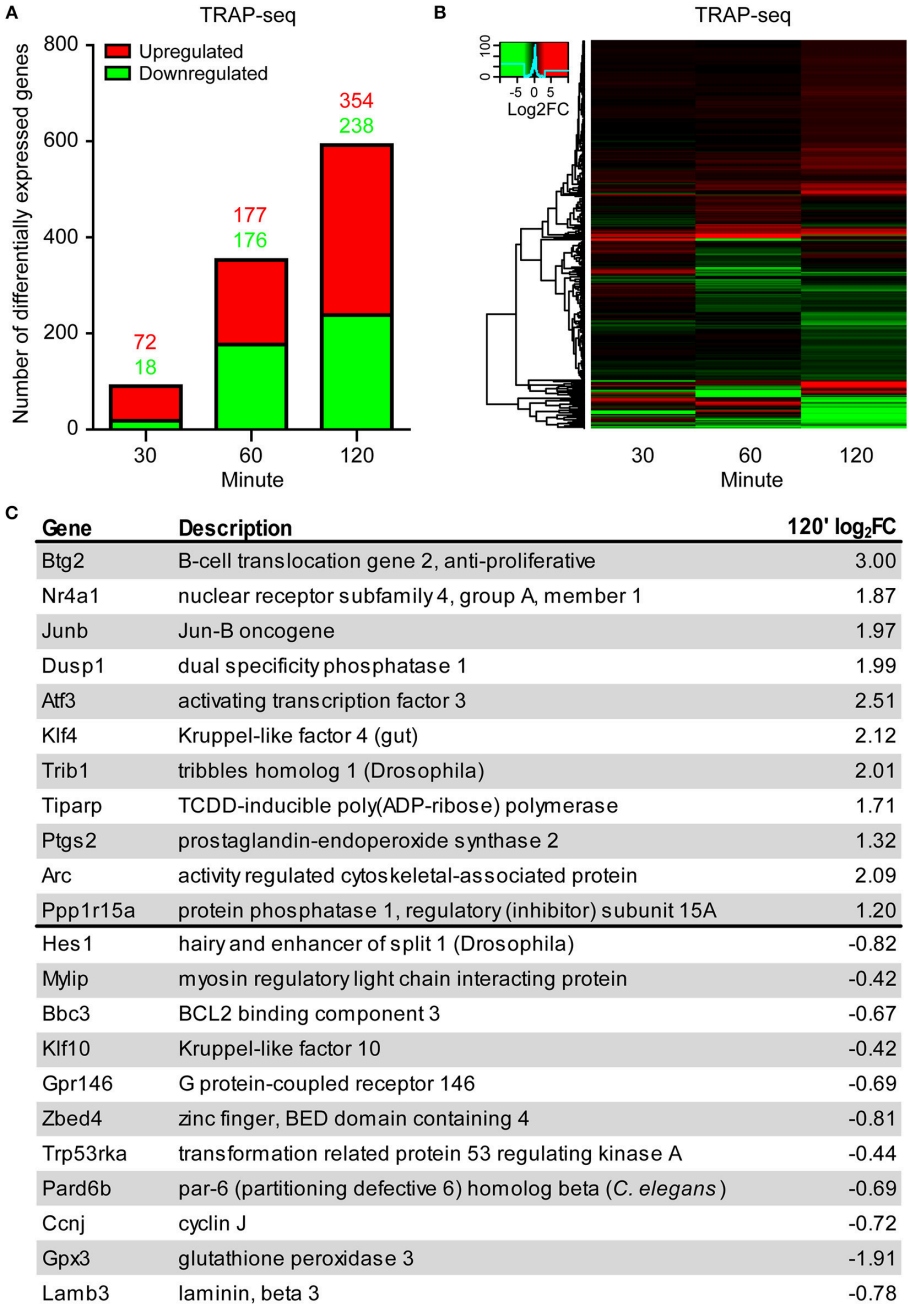
**TRAP-seq of transcripts from excitatory neurons following LTP induction at 30, 60, and 120 min reveals increasing bidirectional differential expression over time. (A)** Increasing numbers of both upregulated and downregulated DE transcripts over time. **(B)** Heat map of significant transcripts at all time points. Color key = log_2_ fold change. **(C)** List of selected significantly downregulated and upregulated transcripts at 120' post-induction with their respective log_2_ fold-changes. Transcripts selected by lowest FDR.

To better understand the biological implications of the directionality of differential expression, we examined the upregulated and downregulated transcripts showing the most significant changes by FDR. The most significant upregulated and downregulated transcripts encoded genes involved in diverse and distinct cellular and molecular processes, with upregulated transcripts encoding transcription factors and phosphatases, and downregulated transcripts encoding G protein coupled receptors, kinases, and metabolic pathway enzymes (Figure 2C). 

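At 120 min by TRAP-seq, Btg2, an antiproliferative immediate early protein, was at a log2 fold change of 2.99 ± 0.092 (499.5 ± 30.77 TMM-normalized counts in basal and 3949 ± 291.6 in LTP slices, mean ± SD, n = 3 replicates each; adjusted p = 3.64e-08). The AP-1 subunit Junb was at 1.95 ± 0.091, the stress-inducible factor Atf3 at 2.51 ± 0.12, the MAP kinase phosphatase Dusp1 at 1.99 ± 0.12 and the pseudokinase Trib1 at 2.01 ± 0.12 (± SE). Among the lower transcripts, Hes1, a repressor downstream of Notch, was at -0.85 ± 0.11 (adjusted p = 0.0029), the ubiquitin ligase Mylip at -0.44 ± 0.10 (0.0813), the receptor Gpr146 at -0.70 ± 0.14 (0.0393) and the polarity protein Pard6b at -0.69 ± 0.15 (0.0435). Gpx3, a secreted glutathione peroxidase that kidney makes in quantity, was at -1.71 ± 0.41 (0.0851); it is on the list of kidney markers, and its CPM were 5.52 times higher at 120 min than at 30 and 60 min. Of the transcripts of Figure 2C, 11 of 11 listed as higher rose and 9 of 10 listed as lower fell; the cell death gene Bbc3 was at -0.68 ± 0.19 (adjusted p = 0.138, and 0.000317 with the replicate block), and the symbol Trp53rka was not found among the genes. Adjusted over the list alone, 11 rose and 10 fell, but the study chose the list on these libraries, so that it is not independent evidence of its direction.

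**Figure D2:**
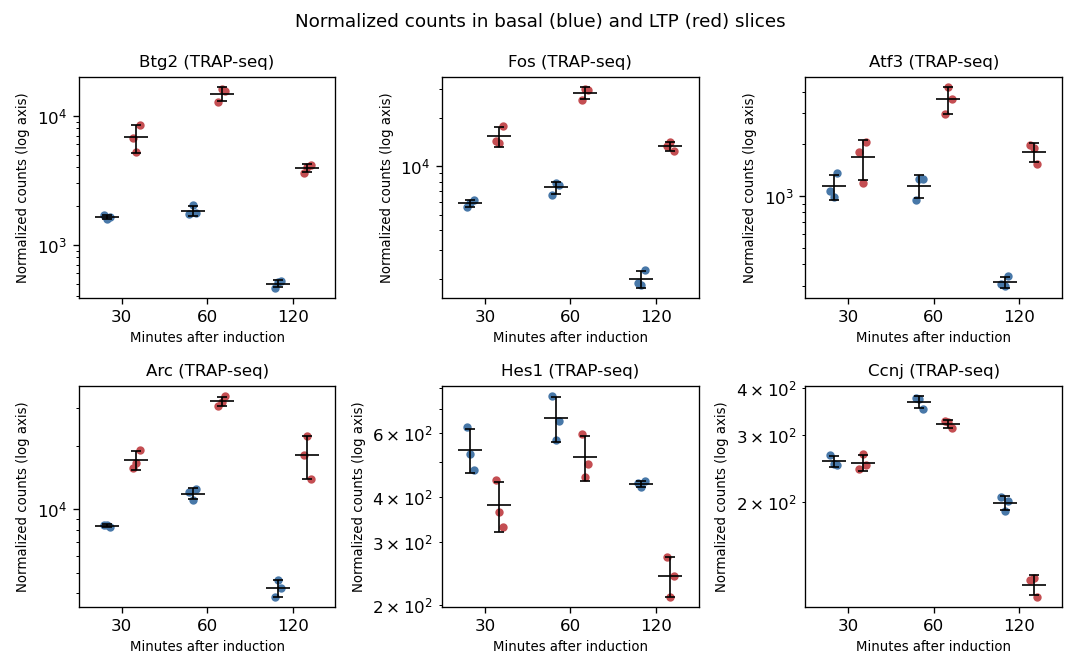
TMM-normalized counts by TRAP-seq of Btg2, Fos, Atf3, Arc, Hes1 and Ccnj at 30, 60 and 120 min on a logarithmic axis. Points, 3 replicates; bars, mean ± SD; blue, basal; red, LTP.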

To further explore the possibility that transcripts whose association with ribosomes was upregulated and downregulated following LTP induction are functionally distinct, we tested for enrichment of functional gene pathways using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis (Table S2). 

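Inhibitors of MAP kinase signaling were among the transcripts that rose by TRAP-seq at 120 min: the MAP kinase phosphatases Dusp4 (0.60 ± 0.11, log2 fold change ± SE, n = 3 replicates per group), Dusp5 (1.00 ± 0.11) and Dusp6 (1.10 ± 0.094), and Spry2 (0.81 ± 0.082), which dampens receptor tyrosine kinases. Of the MAP kinase phosphatases, 1 of 11 was higher at 30 min, and 4 of 10 at 60 and at 120 min (as many over the list alone), and of 8 feedback inhibitors of the pathway 1, 3 and 4 (1, 3 and 5 over the list alone); none was lower. With an estimated correlation, the tests of the phosphatases gave adjusted p = 0.589, 0.0187 and 0.0543 and those of the feedback inhibitors 0.168, 0.0295 and 0.00522 at 30, 60 and 120 min. Of 22 genes of the actin and spectrin cytoskeleton, 6 were higher at 30 min (8 over the list alone; adjusted p = 0.0535 with an estimated correlation), none at 60 min and 6 at 120 min (6 over the list alone; 0.105 with an estimated correlation), and 3 at either time with the length and GC trend removed (median transcript length 8158 nt); the count of 0 at 60 min by edgeR compares with 7 higher and 3 lower at an unadjusted p under 0.05 and none by DESeq2. The spectrin Sptb was at 0.58 ± 0.063 at 30 min and 0.74 ± 0.069 at 120 min. Of 27 collagens, 4 rose at 30 min (11 over the list alone; adjusted p = 0.106 with an estimated correlation), among them Col4a2 of basement membranes (0.55 ± 0.093); Col6a3 was at 2.05 ± 0.39 at 30 min and -1.73 ± 0.38 at 60 min. Of the transcripts in Table S2, which the study chose on these libraries, 13 of 18 for MAPK signaling were DE here at some time, 7 of 13 for focal adhesion, 4 of 10 for ECM-receptor interaction, 1 of 9 for regulation of the actin cytoskeleton (Vcl) and 4 of 5 for RNA degradation (Btg1, Btg2, Cnot1 and Tob1); with the replicate block these were 15, 12, 8, 6 and 5. Of the lower lists, 5 of 22 for metabolic pathways were DE (15 with the block); 3 of the 22 are kidney markers and 5 were over 3 times higher in CPM at 120 min than at 30 and 60 min. None of 9 for neuroactive ligand-receptor interaction and none of 6 for calcium signaling was DE by edgeR (5 and 3 with the block; 6 and 3 at an unadjusted p under 0.05 at some time; none by DESeq2).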

We found that upregulated transcripts were more enriched for genes involved in MAP kinase signaling, extracellular matrix interactions, cell adhesion, cytoskeletal regulation and RNA degradation (Figure 3A, left), whereas downregulated transcripts were more enriched for genes involved in metabolic pathways, neuroactive ligand-receptor interactions and calcium signaling (Figure 3A, right).

**Figure 3:**
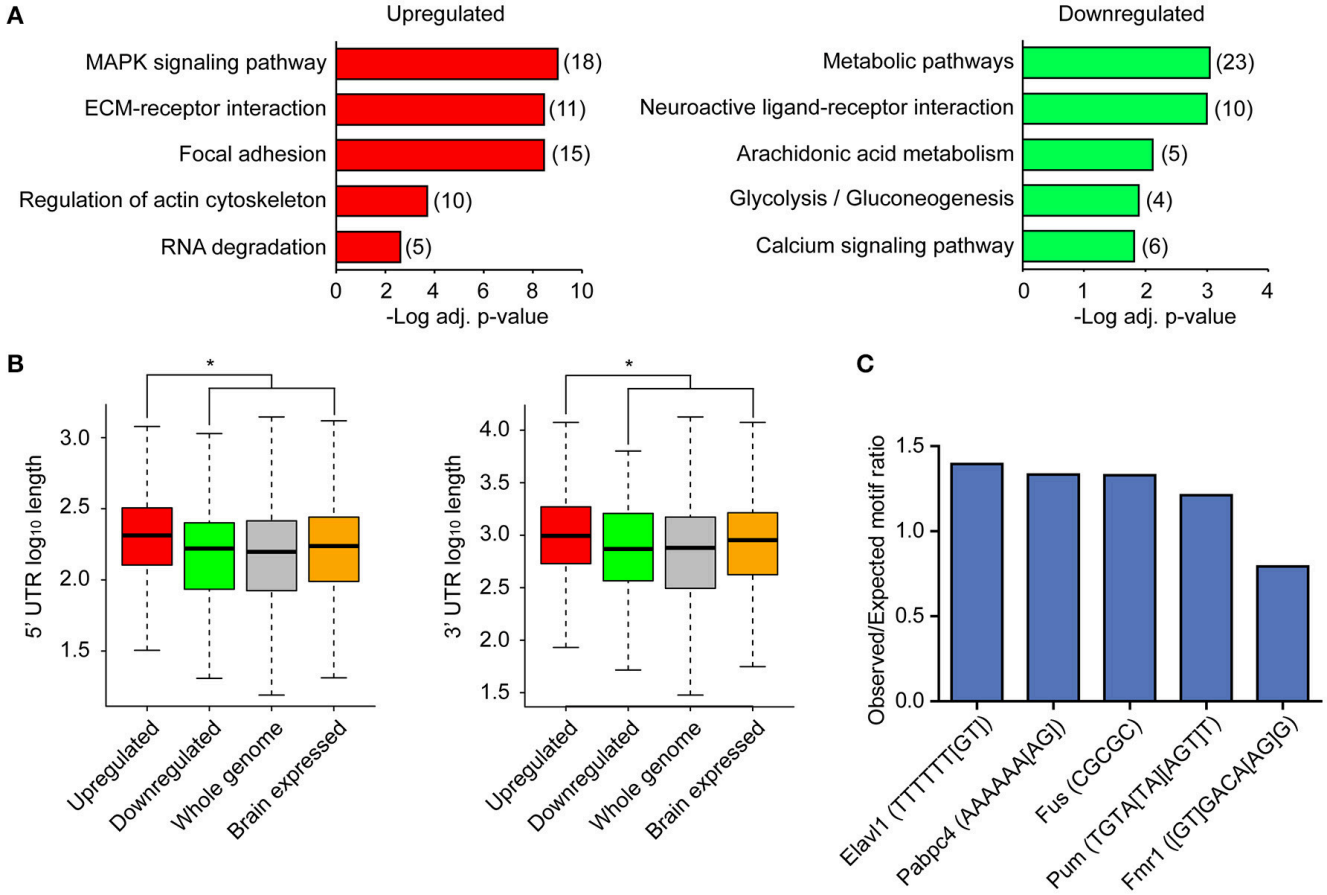
**Upregulated and downregulated transcripts differ in biological functions and in 5′ and 3′ UTR lengths, with upregulated transcripts enriched for specific RNA binding protein motifs. (A)** KEGG pathway enrichment analysis of upregulated and downregulated transcripts. The most significant pathways are shown. Red, upregulated; green, downregulated. Numbers represent number of DE transcripts per category. **(B)** Distribution of 5′ UTR lengths and 3′ UTR lengths for upregulated (red) and downregulated (green) transcripts, along with UTRs of brain-expressed transcripts and UTRs across the whole genome. Asterisk indicates significance for p < 0.01. Exact p-values for comparison between up and downregulated 5′ UTRs = 6.996e-05, 3′UTRs = 0.001748. Brain-expressed transcripts have significantly longer 3′ UTRs than the rest of the genome (Ramsköld et al., 2009). **(C)** RBP motif enrichment in 3′ UTRs of upregulated transcripts when compared to 3′ UTRs of brain-expressed transcripts. Selected RBP motifs with highest or lowest enrichment and distinct motif sequences are shown. Gene symbols were converted to mouse homologs.

We next wanted to understand whether the differential expression of these groups of ribosome-associated transcripts could be in part explained by differences within key regulatory elements of the transcripts. Direct binding of specific classes of RNA binding proteins (RBP) in the 5′ and 3′ untranslated regions (UTRs) of mRNAs has been shown to regulate translation of transcripts (Pascale et al., 2008; Lebedeva et al., 2011). Both the 5′ and 3′ UTRs of mRNAs are enriched for RBP binding sites compared to the coding region (Wilkie et al., 2003), with longer UTRs likely containing greater numbers of binding sites for RBPs. We first asked whether UTR length was correlated with down or upregulated transcripts by comparing the lengths of UTRs between transcripts that were significantly down- or upregulated. We detected significantly longer 5′ and 3′ UTRs in upregulated transcripts as compared to downregulated transcripts (Figure 3B). 

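The 5′ UTRs of transcripts higher by TRAP-seq had a median of 228 nt (203 transcripts with an annotated 5′ UTR, among them Fos, Arc and Btg2) and those of lower transcripts 155 nt (45 transcripts, among them Hes1 and Klf10), a difference of 0.169 on the log10 scale (2-sided permutation test of medians, p = 0.001). The 3′ UTRs had medians of 1128 nt (205 higher) and 1024 nt (45 lower), a difference of 0.042 (permutation p = 0.52). The coding sequences of the same transcripts had medians of 1479 and 1113 nt (permutation test of ranks, p = 0.0084); with calls from fits that remove the length and GC trend they were 1189 and 1259 nt (Wilcoxon p = 0.917, n = 211 and n = 87 transcripts; with the block 1264 and 1278 nt, p = 0.788). Without the libraries of 120 min the 5′ difference was 0.051 and the 3′ difference -0.174 (Wilcoxon rank-sum test over transcripts, n = 84 higher and n = 13 lower, p = 0.0677 and 0.255). With calls from fits with the replicate block the 3′ difference was 0.080 (Wilcoxon p = 0.00184, n = 435 and n = 264 transcripts), and with the calls of the authors' deposited table 0.155 (p = 5.37e-05, n = 444 and n = 335). With calls from fits that remove each library's trend on transcript length and GC content, the 3′ difference was -0.152 (Wilcoxon p = 0.0527, n = 211 and n = 87 transcripts), and with that correction and the replicate block -0.059 (p = 0.439, n = 381 and n = 280); the 5′ difference stayed above 0 (0.118, p = 0.00189, and 0.044, p = 0.0349).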

5′ and 3′ UTRs were also significantly longer for upregulated transcripts as compared to previously-published brain-expressed transcript 5′ and 3′ UTRs (from Kang et al., 2011; see Materials and Methods). 

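Against all other transcripts that were tested in these libraries, which stand in here for a published set of brain-expressed transcripts, the group of higher transcripts, which holds Fos, Junb and Btg2, had longer 5′ UTRs (medians 228 against 185 nt), coding sequences (1479 against 1129 nt, and 1189 against 1132 nt with the length and GC trend removed) and 3′ UTRs (1128 against 927 nt; permutation tests of ranks, p = 1e-05, the smallest that the permutations can give, 1e-05 and 0.00048). The group of lower transcripts, which holds Hes1 and Klf10, did not differ from the others by more than chance gives in 5′ UTRs (155 against 185 nt, permutation p = 0.13), coding sequences (1113 against 1134 nt, p = 0.82) or 3′ UTRs (1024 against 929 nt, p = 0.44), with 45 transcripts. With calls from the replicate block the 5′ UTRs of lower transcripts were shorter (165 against 186 nt, Wilcoxon p = 0.0292, n = 263 transcripts). Among genes that were not DE and had a mean count of at least 200, the log2 fold change had a Spearman's rho with transcript length of 0.27, -0.035 and 0.39 at 30, 60 and 120 min. With the trend on length and GC content removed and the replicate as a block, the 3′ UTRs of higher transcripts had a median of 918 against 930 nt (Wilcoxon p = 0.787, n = 381 transcripts).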

Since a direct interaction between RBPs, ribosomes and the 3′ UTRs of mRNAs has previously been shown to affect translation of associated transcripts following neuronal depolarization (Krichevsky and Kosik, 2001), we sought to determine whether specific RBPs play a role in the regulation of gene expression following LTP induction. To address this, we used a previously-published compendium of RBP motifs (Ray et al., 2013) to test whether there was enrichment of specific RBP motifs in the 3′ UTRs of upregulated and downregulated transcripts compared to brain-expressed transcripts. 

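Sites of 6 motifs were counted in the 3′ UTRs of 205 transcripts higher by TRAP-seq (282238 nt) and set against 5000 draws of the same total length from the 3′ UTRs of 13849 transcripts tested. The U-rich site of HuR, an Elavl protein that stabilizes AU-rich mRNAs, was found 385 times against 223.8 in the draws (ratio 1.72), in 121 of the 205 transcripts. The A-rich site of the poly(A)-binding protein PABPC4 was found 246 times against 161 (1.53) and the site of the translational repressor Pum2 424 times against 304 (1.40). The permutation p was 4e-04 for each of the 3, the smallest that the draws can give (adjusted over the 6 motifs 8e-04). Against the 45 lower transcripts the ratios were 1.66 for HuR, 1.57 for PABPC4 and 1.35 for Pum2 (adjusted p = 0.092, 0.099 and 0.092). Sites of CPEB2 and CPEB4 were not counted.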

As shown in Figure 3C and Table S3, we found that U-rich motifs were significantly overrepresented in the 3′ UTRs of upregulated transcripts, as were the binding motifs for several RBPs known to regulate RNA metabolism in neurons, including CPEB2 and 4 and Pum (Darnell and Richter, 2012), Hu/Elavl proteins (Lee et al., 2015), and Fus (Ling et al., 2013). Binding motifs for only two RNA binding proteins, Vts1p (yeast, mammalian Smaug or Samd4) and Fmr1 were underrepresented in the 3′ UTRs of upregulated transcripts. 

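The site of Fmr1, the fragile X protein that represses translation at synapses, was found 71 times in the 3′ UTRs of the higher transcripts against 95.7 in the draws (ratio 0.742, permutation p = 0.016, adjusted over the 6 motifs 0.019), and that of Samd4 36 times against 45.6 (0.789, adjusted p = 0.21). For Fmr1 the ratio was 0.818 (adjusted p = 0.13) with the trend on transcript length and GC content removed, and 0.718 (0.28) against the lower transcripts; for Samd4 it was 0.706 (0.0077) with the replicate block. The sequence used for Samd4 is the one in Table S3. In the 45 lower transcripts no motif differed from the draws (ratio 1.39 for Samd4, each adjusted p = 1).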

A smaller number of significantly overrepresented motifs were present in downregulated transcripts (Table S3). We also analyzed RNA binding motifs in the 5′ UTRs, and identified 38 overrepresented RBP binding sites, including Fus, CPEB4, and Hu/Elav1 proteins and 11 underrepresented RBP binding sites. A smaller number of overrepresented and underrepresented RBP binding sites were detected in the 5′ UTRs of downregulated transcripts. Many of the RBPs in Table S3 were expressed within excitatory neurons from our TRAP-seq data, suggesting that RBP binding may serve as one mechanism of regulating transcript expression following LTP induction.

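The RNA-binding proteins named with these motifs were expressed in the ribosome-associated RNA of basal slices. Elavl3, a neuronal member of the Elavl family, had 272 ± 17.3 CPM (mean ± SD, n = 9 basal libraries), Elavl1, which encodes HuR, 175 ± 8.33, Pum2 392 ± 22.6, Cpeb4 196 ± 8.82, Cpeb2 59.7 ± 4.61 and Fmr1 98.7 ± 8.47. Pabpc4 (31.5 ± 8.35) and Samd4 (8.92 ± 2.58) were lower. None of 17 such genes was DE at 30, 60 or 120 min by edgeR or by DESeq2; at an unadjusted p under 0.05 there were 0, 1 and 1 of them at the 3 times. The median log2 fold changes of the list were 0.015, 0.030 and 0.075.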

Our finding that the number of DE transcripts increased over time (Figure 2A) led us to more carefully examine the temporal characteristics of differential expression following LTP induction. Although the general direction of change was consistent across time for most transcripts (Figure 2B), there was only marginal overlap of significant DE transcripts between time points (Figure 4A). 

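Of the 255 transcripts DE at any time and measured throughout, 214 (83.9%) had log2 fold changes of one sign at the 3 times; Fos, Arc, Npas4 and Btg2 were DE and higher at each. DE at 2 or more times were 65 of 264 transcripts (24.6%), and at all 3 times 22. Without the libraries of 120 min, 23 were DE at both 30 and 60 min. The collagen Col6a3 was the transcript DE at 30 and 60 min in opposite directions, and Mir6236 was higher at 60 min (0.97 ± 0.12, adjusted p = 0.00384) and lower at 120 min. Shared between 30 and 60 min were 23 transcripts against 0.265 expected from the sizes of the sets, between 30 and 120 min 30 against 0.885, and between 60 and 120 min 56 against 1.06 (Fisher's exact test, p = 1.3e-40, 4.58e-40 and 2.79e-93), with one direction in 22, 30 and 55. With the replicate block 114 transcripts were DE at 2 or more times, and the shared transcripts were 53, 46 and 79, with one direction in 36, 43 and 77.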

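Pcdh8, the activity-regulated protocadherin arcadlin, was DE at 30 min (0.56 ± 0.055, adjusted p = 0.00178; log2 fold change ± SE, n = 3 replicates per group) and at 120 min (0.57 ± 0.077), with 0.30 ± 0.059 (adjusted p = 0.0543) between them. Cobl, an actin nucleator, was DE at 60 min alone (0.61 ± 0.11, adjusted p = 0.0416), with -0.19 ± 0.16 and -0.0043 ± 0.17 at the other times. Tln1, the integrin-binding protein talin, was DE at 30 min alone (0.51 ± 0.11, adjusted p = 0.0878) and Slc2a1, a glucose transporter, at 120 min alone. DE at their own time only were 25 of 56 transcripts at 30 min (44.6%), 12 of 69 at 60 min (17.4%) and 162 of 226 at 120 min (71.7%). Under the replicate block these shares were 71.5, 62.1 and 78.9%, and by the exact test of edgeR 39% at 60 min. A transcript past the criteria at one time and not at another is not shown to differ between those times.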

Despite significant overlap of DE transcripts between time points (*p* < 1.0^−30^ for paired time point overlap), the proportion of exclusively DE transcripts at their respective time points was 48% of DE transcripts at 30 min, 73% of DE at 60 min, and 83% of DE transcripts at 120 min. To more rigorously characterize the temporal dynamics of differential expression following LTP induction, we utilized Short Term Expression Miner (STEM, Ernst and Bar-Joseph, 2006) to group DE transcripts based on the similarity of their temporal expression patterns. Previous studies have shown that temporally co-regulated transcripts encode genes with related biological functions (Tornow and Mewes, 2003; Di Giovanni et al., 2004); this approach would therefore increase the likelihood of detecting biologically significant processes related to LTP. STEM analysis revealed that most transcripts clustered into a temporal profile representing a general upregulation over time (cluster 1, Figure 4B, Table S4). 

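Errfi1, a feedback inhibitor of the EGF receptor, was at log2 fold changes of 0.070 ± 0.049, 0.61 ± 0.052 and 1.36 ± 0.075 at 30, 60 and 120 min (± SE, n = 3 replicates per group), Klf6, a zinc finger factor, at -0.017 ± 0.049, 0.45 ± 0.072 and 1.297 ± 0.092, and the glucose transporter Slc2a1 at 0.23 ± 0.091, 0.31 ± 0.091 and 1.13 ± 0.11 (adjusted p at 120 min 2.6e-06, 1.71e-05 and 0.000283). Of the 317 transcripts of cluster 1 in Table S4, 295 were measured at the 3 times here, with medians of 0.16, 0.20 and 0.51 (quartiles at 120 min 0.43 and 0.74); all 295 were positive at 120 min and 171 were DE at some time. The study chose them on these libraries, so that this is not independent evidence of their direction. By RNA-seq the same transcripts had medians of 0.024, 0.080 and 0.22.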

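Rgs9, a regulator of G protein signaling, was at log2 fold changes of -0.067 ± 0.11, 0.080 ± 0.093 and -3.28 ± 0.35 at 30, 60 and 120 min by TRAP-seq (± SE, n = 3 replicates per group; adjusted p at 120 min 0.000493) and at 0.036 ± 0.069 by RNA-seq at 120 min; its basal counts at 120 min were 1476, 3945 and 1361 in the 3 replicates and its LTP counts 238.5, 209.5 and 240.8. Rn45s took 40.98, 61.36 and 40.63% of the reads of these basal libraries, so that the highest Rgs9 count came with the largest share. Of the 48 transcripts of cluster 2 in Table S4, 28 were measured at the 3 times, with medians of 0.15, -0.59 and -0.43, and none of the 48 was DE by edgeR (39 with the replicate block); of the 137 of cluster 3, 86 were measured, with medians of -0.015, -0.048 and -0.69, and 18 of the 137 were DE (81 with the block). None of either cluster was positive at 120 min; the study chose both on these libraries. By RNA-seq the medians at 120 min were -0.037 and -0.064. In CPM, 1 transcript of cluster 2 and 8 of cluster 3 were over 3 times higher in the libraries of 120 min than in those of 30 and 60 min.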

The other two clusters contained transcripts that were largely downregulated over time (clusters 2 and 3, Figure 4B, Table S4). We next tested for functional enrichment within the groups of transcripts associated with each cluster. To further increase the specificity of this analysis for processes related to LTP, we utilized a background gene list derived from our TRAP-seq data that included transcripts with a minimal expression level of an average of 20 normalized reads across all samples. Gene ontology (GO) analysis revealed that cluster 1 was heavily enriched for processes involved in transcription and transcriptional regulation (Figure 4C, Table S5), while GO analysis of clusters 2 and 3 revealed no significant enrichment. 

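Nfil3, a basic leucine zipper repressor, was at log2 fold changes of 0.28 ± 0.087, 0.58 ± 0.065 and 1.21 ± 0.11 at 30, 60 and 120 min by TRAP-seq (± SE, n = 3 replicates per group), Sox9, a transcription factor best known from glia and progenitors, at 0.28 ± 0.14, 1.05 ± 0.11 and 1.46 ± 0.15, Sox11 at 0.13 ± 0.12, 0.23 ± 0.067 and 0.81 ± 0.092, and the nuclear protein Csrnp1 at 0.025 ± 0.058, 0.28 ± 0.065 and 0.93 ± 0.11 (adjusted p at 120 min 9.68e-05, 0.000345, 0.000806 and 0.00155). Bcl6 and Tob1 were also DE at 120 min. Hey2, a repressor related to Hes1, was at 0.66 ± 0.28 at 120 min (adjusted p = 0.375). Of the 8 regulators in the list tested, none was higher past the criteria at 30 min by edgeR (2 higher and 0 lower at an unadjusted p under 0.05, none by DESeq2), 2 at 60 min and 7 at 120 min (0, 3 and 8 over the list alone), and their adjusted p with an estimated correlation was 0.252, 0.0102 and 0.00819. The study chose them on these libraries. Of the larger list of transcription factor families, fixed without reference to these values, 25 of 169 were higher and 2 lower at 120 min (26 and 3 over the list alone; adjusted p = 0.0292 with an estimated correlation).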

Genes within a selected enriched transcriptional regulation GO category (Figure 4D) demonstrated a clear increase in log_2_ fold change over time; only a few of these transcription factors have been previously implicated in plasticity. Importantly, some of these genes fell below our significance criteria at individual time points but are included within significant STEM profiles, confirming that analysis of DE at multiple time points is more sensitive than single time point experiments in identifying co-regulated transcripts sharing biological functions.

**Figure 4:**
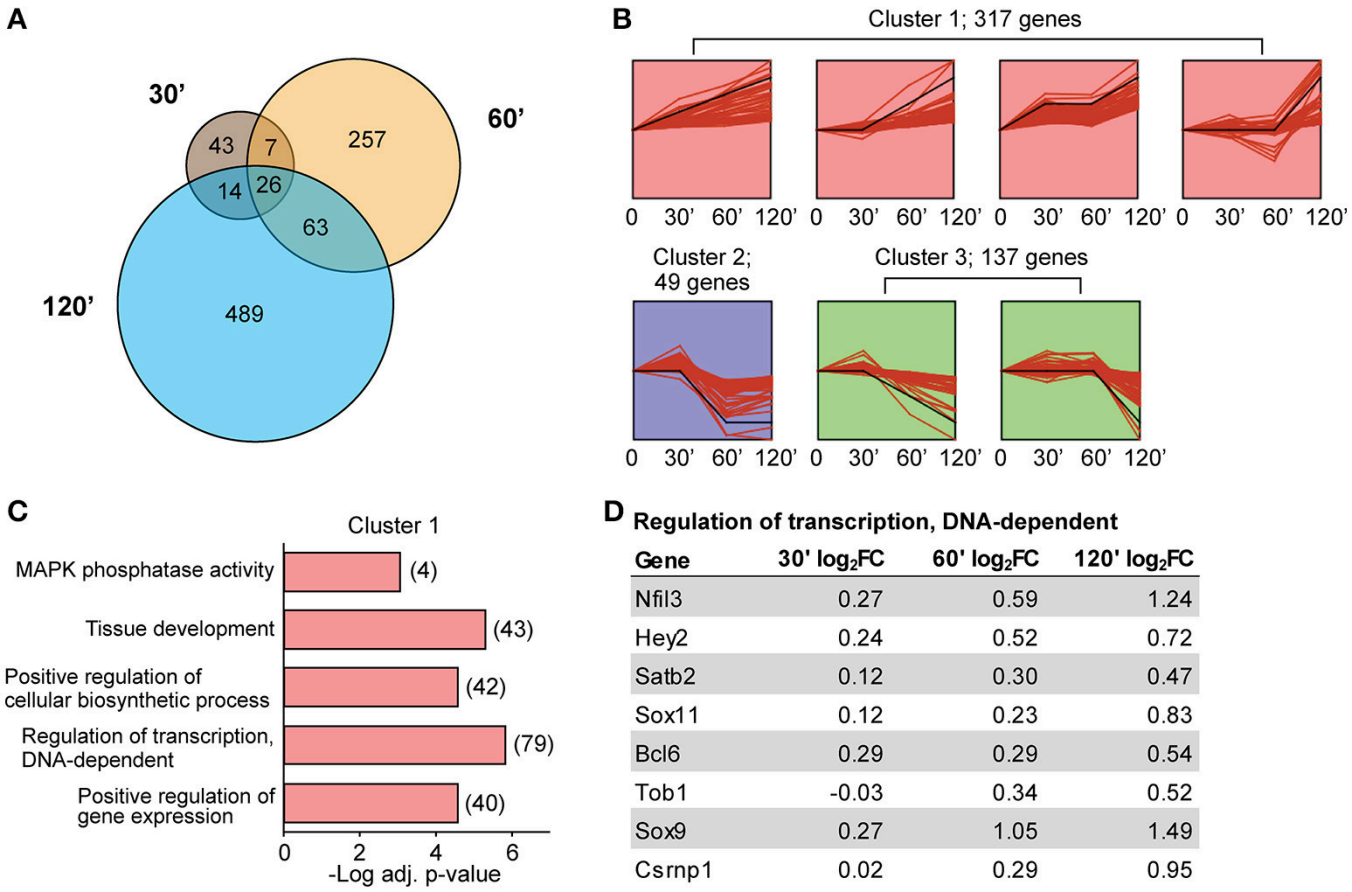
**Minimal overlap of DE transcripts between time points and enrichment of transcription-associated genes within temporally co-regulated transcripts. (A)** Numbers of significant transcripts at each time point and shared transcripts between time points. **(B)** STEM analysis grouping of significant differentially-expressed transcripts into three temporal profile clusters. Black line represents model temporal profile. **(C)** Selected GO terms enriched in cluster 1 transcripts based on significance, gene numbers, specificity of GO term, and biological interest. Numbers represent number of DE transcripts per category. Clusters 2 and 3 did not show enrichment for any GO terms when taken separately or combined. **(D)** The log_2_ fold-changes at each time point for genes belonging to the GO category “Regulation of transcription, DNA-dependent.”

In addition to TRAP-seq, we also purified and sequenced total RNA (composed of RNA from all cell types) from the same set of mini-slice homogenates used to generate RNA for TRAP-seq, allowing a direct comparison between the two techniques from a single biological sample (Table S6). 

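By RNA-seq, Npas4 had log2 fold changes of 1.39 ± 0.067, 1.69 ± 0.10 and 1.81 ± 0.078 at 30, 60 and 120 min (± SE, n = 3 replicates per group), Btg2 1.248 ± 0.069, 1.84 ± 0.085 and 2.29 ± 0.052, Junb 0.85 ± 0.046, 1.13 ± 0.067 and 1.72 ± 0.033, and Egr4, a zinc finger factor of the Egr family, 0.86 ± 0.10, 1.36 ± 0.084 and 2.06 ± 0.065. Of the 22 immediate early transcription factors, 7, 13 and 20 were higher at the 3 times and none was lower (8, 13 and 20 over the list alone), of the 20 activity-regulated effectors 4, 6 and 13 (4, 6 and 13), and of the 20 cAMP-regulated genes 2, 7 and 12 (2, 7 and 12). DE were 18 transcripts at 30 min (17 higher, 1 lower: the transcription factor Hivep2, -0.40 ± 0.051, adjusted p = 0.0041), 35 at 60 min (33 higher, and Ccl9 and Cxcl5 lower) and 210 at 120 min (193 higher, 17 lower), of 15063, 15592 and 15330 tested, against 56, 69 and 226 by TRAP-seq. With the replicate block they were 62, 56 and 243, and without basal replicate 3 at 30 min 35. Of the 18, 35 and 210, 18, 35 and 209 had LTP values outside the range of the basal values (chance 10%; 12.4, 8.7 and 17.3% of all genes tested). The median absolute log2 fold change of the 207 transcripts DE at any time and measured throughout was 0.12, 0.19 and 0.60, and it was largest at 120 min in 198 of them.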

Overall, more DE transcripts were identified by TRAP-seq compared to RNA-seq at every time point following LTP induction (Figure 5A), though the time-dependent increase in DE transcript numbers and magnitude of differential expression we observed by TRAP-seq was also observed by RNA-seq (Figure 5A, Figure S4). 

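Fos, a subunit of AP-1, was DE in both populations at each time, with log2 fold changes of 1.39 ± 0.088, 1.95 ± 0.077 and 2.73 ± 0.099 at 30, 60 and 120 min by TRAP-seq and 0.61 ± 0.097, 0.93 ± 0.052 and 1.70 ± 0.060 by RNA-seq (± SE, n = 3 replicates per group). Ppp1r15a, which directs a phosphatase to the translation factor eIF2α, was DE by TRAP-seq at 30 min (0.78 ± 0.094, adjusted p = 0.00711) and had 0.34 ± 0.065 (adjusted p = 0.114) by RNA-seq; at 60 and 120 min it was DE in both (1.03 ± 0.085 and 1.20 ± 0.14 against 0.54 ± 0.049 and 1.00 ± 0.046). DE in both populations were 12 transcripts at 30 min, 29 at 60 min and 95 at 120 min, against 0.0676, 0.156 and 3.16 expected from the sizes of the sets (Fisher's exact test, p = 2.71e-26, 1.63e-66 and 6.93e-124), with one direction in 12, 29 and 94. They made up 21.4, 42 and 42% of the transcripts DE by TRAP-seq and 66.7, 82.9 and 45.2% of those DE by RNA-seq. With the replicate block they were 24, 41 and 125, which is 10.2, 15.5 and 28.4% of those DE by TRAP-seq.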

There was significant overlap of DE transcripts in TRAP-seq vs. RNA-seq at each time point (*p* < 1.0^−20^ for overlap at each time point); however, the overlap was modest, with a smaller fraction of TRAP-seq DE transcripts being detected by RNA-seq at all time points. Another difference we observed was that unlike TRAP-seq, a majority of DE transcripts detected by RNA-seq at earlier time points was also DE at later time points (Figure S4, Figure 4A). 

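The genes of microRNA-132 and microRNA-212, which CREB induces together, were at log2 fold changes of 0.75 ± 0.15 and 1.16 ± 0.14 at 60 min and 1.71 ± 0.16 and 1.86 ± 0.12 at 120 min by RNA-seq (± SE, n = 3 replicates per group; reads on the gene, not on the mature microRNA), and Kcnj2 at 0.61 ± 0.064, 0.70 ± 0.074 and 0.76 ± 0.066 at the 3 times. Of the transcripts DE by RNA-seq at 30 min, 15 of 18 (83.3%) were also DE at 60 or 120 min, and of those DE at 60 min 33 of 35 (94.3%) were DE at 120 min; by TRAP-seq the shares were 55.4% and 81.2%. Fits with the block gave 43.5 and 75% by RNA-seq and 28.5 and 29.9% by TRAP-seq. DE at all 3 times by RNA-seq were 12 transcripts, and the difference between the shares of the 2 methods was not tested.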

Differences in fold-change between RNA-seq and TRAP-seq, and between time points, were validated by qPCR of a separate biological replicate for both larger and smaller fold-change magnitudes close to our fold-change cutoff (Figure S3).

**Figure 5:**
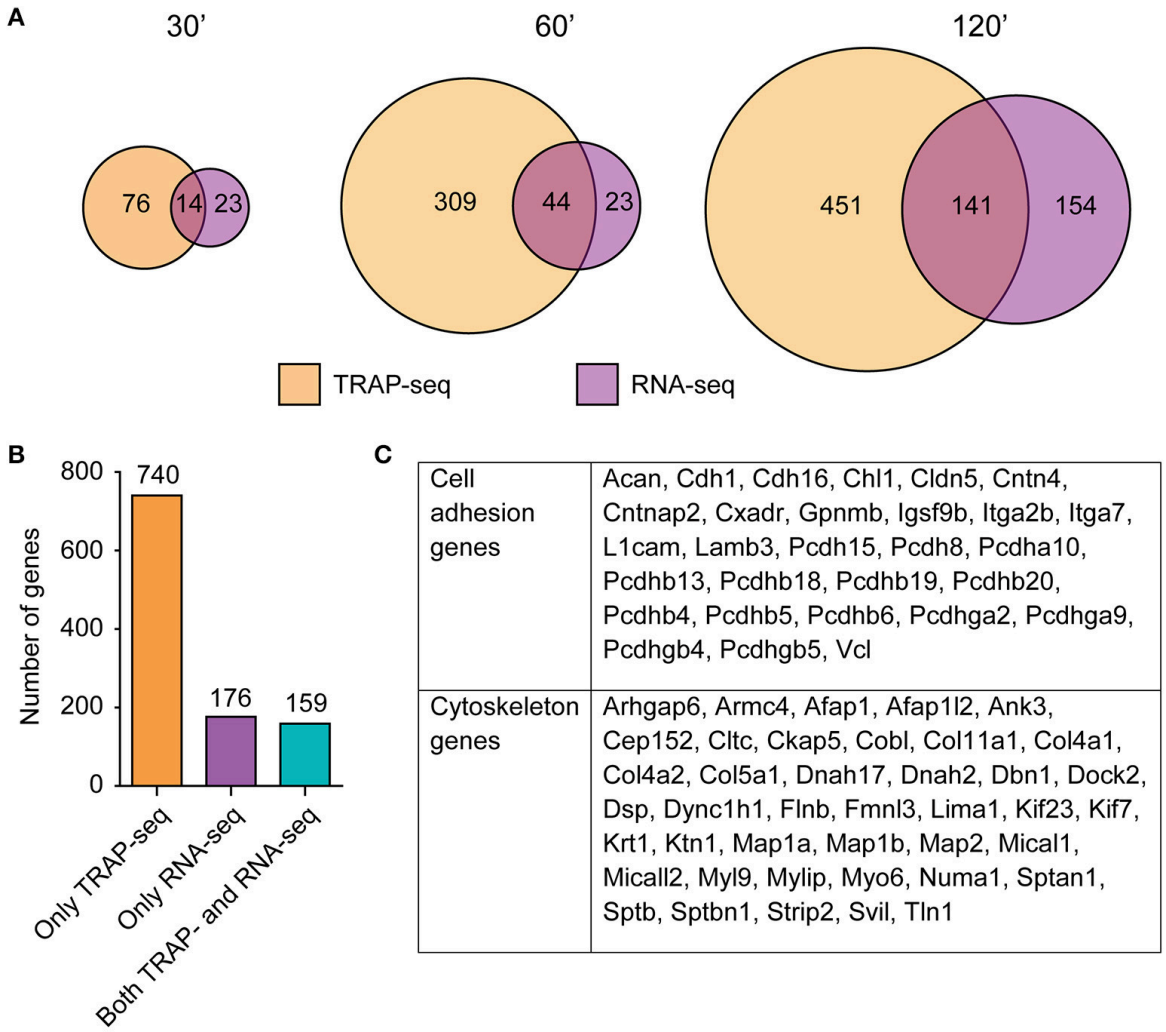
**Marginal overlap of DE transcripts between TRAP-seq and RNA-seq at each time point, with a specific enrichment of cytoskeletal and cell adhesion genes identified in transcripts only DE in the ribosome-associated population. (A)** Overlap of significant transcripts at each time point between RNA populations. **(B)** Numbers of transcripts that were identified in one or both populations, collapsed across time. **(C)** Enriched functional categories within exclusively ribosome-associated DE transcripts, with genes corresponding to each category. Genes were assigned based on PANTHER annotation in conjunction with WebGestalt results.

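Golgb1, the giantin of Golgi membranes, was DE by TRAP-seq at 120 min (0.63 ± 0.088, adjusted p = 0.00434; log2 fold change ± SE, n = 3 replicates per group) and at 0.0010 ± 0.031 by RNA-seq, and the nuclear pore protein Tpr was DE by TRAP-seq at 30 and 120 min (0.46 ± 0.057 and 0.59 ± 0.099) and at -0.032 ± 0.047 and 0.092 ± 0.040 by RNA-seq. DE by RNA-seq alone at 120 min were the demethylase Alkbh4 (-0.48 ± 0.095), the zinc finger protein Zcchc3 (-0.43 ± 0.078), the secreted lipase inhibitor Angptl4 (-0.91 ± 0.10) and the potassium channel subunit Kcne4 (0.47 ± 0.082); by TRAP-seq these had -0.23 ± 0.17, -0.36 ± 0.13, -0.41 ± 0.32 and 0.81 ± 0.42. Over the 3 times together, 163 transcripts were DE by TRAP-seq alone, 114 by RNA-seq alone and 101 by both. With the replicate block these were 643, 142 and 150, and by the exact test of edgeR 278 were DE by TRAP-seq alone. Without the libraries of 120 min 30 were DE by both. The difference between the populations itself passed its own test (treatment by population) for 10 transcripts at 30 min, 12 at 60 min and 35 at 120 min, Tpr and Golgb1 at 30 min among them. At 30 min the log2 fold change of genes that were not DE had a Spearman's rho with transcript length of 0.266 by TRAP-seq and -0.326 by RNA-seq; with the trend on length and GC content removed 6, 19 and 60 transcripts passed at the 3 times, and at 30 min Tpr (0.403, adjusted p = 0.0537) but not Golgb1 (0.276, 0.28).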

When collapsed across all time points, a total of 740 transcripts were DE only by TRAP-seq, while 176 transcripts were DE only by RNA-seq and 159 were DE in both (Figure 5B, Table S7). This indicated that only a subset of TRAP-seq and RNA-seq DE transcripts were shared, and that each technique identified different sets of transcripts. Interestingly, the three categories of genes—DE in both TRAP-seq and RNA-seq, DE in only TRAP-seq, or DE in only RNA-seq—were enriched in distinct biological functions. DE transcripts in both TRAP-seq and RNA-seq were enriched for transcription associated genes (Figure S5), DE transcripts in only RNA-seq were enriched for cytokine signaling pathways (Figure S5), while DE transcripts in only TRAP-seq were enriched for cell adhesion and cytoskeletal genes (Figure 5C). 

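Transcription factors were among the genes DE in both populations. Klf4, a Krüppel-like factor, was at log2 fold changes of 0.50 ± 0.11, 1.34 ± 0.11 and 2.11 ± 0.11 at 30, 60 and 120 min by TRAP-seq and 0.14 ± 0.094, 0.58 ± 0.064 and 1.31 ± 0.047 by RNA-seq (± SE, n = 3 replicates per group), and the orphan nuclear receptor Nr4a1 at 1.86 ± 0.085 and 1.55 ± 0.039 at 120 min. Of the transcription factor families, 24 of 182 were higher and 1 lower at 120 min by RNA-seq (25 and 1 over the list alone). Of 21 cytokines and chemokines, 6 were higher and 1 lower at 120 min by RNA-seq (7 and 1 over the list alone; adjusted p = 0.443 with an estimated correlation), and none of 18 was DE by TRAP-seq by edgeR or DESeq2 (4 higher and 2 lower at an unadjusted p under 0.05; 2 higher and 1 lower were DE with the replicate block, and 2 higher with the length and GC trend removed). Of the cell adhesion genes of Figure 5C, 7 of 27 were higher and 1 lower at 120 min by TRAP-seq, among them the adhesion molecules L1cam (0.48 ± 0.073, adjusted p = 0.00661), Chl1 (0.44 ± 0.093) and Cntn4 (0.63 ± 0.13) and the laminin subunit Lamb3, which was lower (16 and 4 over the list alone; adjusted p = 0.0375 with an estimated correlation). Of the cytoskeleton genes of Figure 5C, 12 of 39 were higher at 30 min, 2 of 40 higher and 1 lower at 60 min (6 higher and 9 lower with the replicate block) and 11 of 39 higher at 120 min, where Mylip was lower (13 at 30 min, and 15 higher and 5 lower at 120 min, over the list alone; 0.0304 and 0.0269 with an estimated correlation). These transcripts are long (median 6618 nt), and the log2 fold changes of genes that were not DE rose with transcript length by TRAP-seq at 30 and 120 min (Spearman's rho 0.266 and 0.386); with the trend on length and GC content removed 7 were higher at 30 min and 5 higher and 3 lower at 120 min, and of the adhesion genes 5 were higher and 1 lower at 120 min. At 60 min none of the 27 adhesion genes was DE by edgeR (6 higher and 1 lower at an unadjusted p under 0.05, none by DESeq2). The study chose these 2 lists on these libraries, so that they are not independent evidence of their direction; none of their members was DE by RNA-seq by edgeR (at 120 min 6 adhesion genes and 11 cytoskeleton genes were higher and 1 and 3 lower at an unadjusted p under 0.05, and none was DE by DESeq2).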

Of note, members of the cadherin and protocadherin families as well as members of several different classes of microtubule-binding and motor proteins (e.g., MAP2 and MAP1a/1b, Myo6 and Dnah2) were DE only within the TRAP-seq data. These families of genes are involved in biological processes important in LTP (Correia et al., 2008; Tai et al., 2008), and certain DE transcripts in these enriched categories have been shown to be critical for excitatory transmission and LTP (Yamagata et al., 1999; Osterweil et al., 2005).

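Among 85 cadherins and protocadherins measured at 120 min by TRAP-seq, 2 rose, Pcdh8 and Pcdhga2 (0.67 ± 0.13, adjusted p = 0.0272; log2 fold change ± SE, n = 3 replicates per group), and none fell (3 higher over the list alone; 7 higher and 2 lower with the replicate block; median of the list 0.19, adjusted p = 0.376 with an estimated correlation); at 30 min 1 of 87 rose and at 60 min none of 86 by edgeR or DESeq2 (8 higher at an unadjusted p under 0.05). By RNA-seq none of 88 was DE at 120 min by edgeR or DESeq2 (6 higher at an unadjusted p under 0.05). Of 77 microtubule-associated and motor proteins, 4 rose at 120 min by TRAP-seq: Map2, Map1a (0.52 ± 0.072, adjusted p = 0.00384), which binds microtubules along dendrites, Map1b, and the heavy chain of cytoplasmic dynein, Dync1h1 (0.56 ± 0.074); the adjusted p of the list was 0.618 with an estimated correlation. These transcripts are long (median 6258 nt); with the length and GC trend removed 1 was higher and 1 lower (2 and 2 with the block), and Map1a (0.375), Map1b (0.264) and Dync1h1 were below the fold change criterion, while the median of the list went from 0.021 to -0.025. By RNA-seq none of 82 was DE at 120 min by edgeR or DESeq2 (10 higher and 1 lower at an unadjusted p under 0.05), Map1a at 0.11 ± 0.055 and Dync1h1 at 0.22 ± 0.033. Ank3, which anchors sodium channels at the axon initial segment, rose as well (0.46 ± 0.069). The myosin Myo6 was at -0.97 ± 0.38 at 60 min (adjusted p = 0.322, and 8.91e-06 with the replicate block) and the axonemal dynein Dnah2 at -0.60 ± 0.22 at 120 min (adjusted p = 0.279, and 0.086 with the block). For Map1a the difference between the populations was 0.41 ± 0.094 at 120 min (adjusted p = 0.116 for the interaction).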

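Map2 was at log2 fold changes of 0.44 ± 0.062, 0.48 ± 0.045 and 0.61 ± 0.090 at 30, 60 and 120 min by TRAP-seq and -0.043 ± 0.055, 0.052 ± 0.045 and 0.060 ± 0.031 by RNA-seq (± SE, n = 3 replicates per group). Map1b, which guides growing axons and shapes spines, was at 0.24 ± 0.053, 0.25 ± 0.068 and 0.41 ± 0.077 by TRAP-seq, DE at 120 min (adjusted p = 0.0261), and at -0.16 ± 0.067, 0.11 ± 0.047 and 0.099 ± 0.035 by RNA-seq. The difference between the 2 populations, tested as the interaction of treatment and population, was 0.47 ± 0.083, 0.43 ± 0.059 and 0.56 ± 0.098 for Map2 (adjusted p = 0.0928, 0.00608 and 0.0248) and 0.39 ± 0.088, 0.15 ± 0.087 and 0.32 ± 0.083 for Map1b (0.152, 0.914 and 0.196). With the trend on transcript length and GC content removed Map2 was at 0.400, 0.438 and 0.483, past the criteria at 60 and 120 min but not at 30 min (adjusted p = 0.129). Fos, Btg2, Atf3 and Trib1 also differed, higher by TRAP-seq, and Rgs9 and Hes1, lower by TRAP-seq at 120 min. The interaction counts rest on few libraries: 10 transcripts at 30 min (0 without replicate 1 or replicate 2 and 1 without replicate 3, by edgeR), 12 at 60 min (2 without replicate 2, 0 without replicate 3) and 35 at 120 min (1 without replicate 1, 2 without replicate 2 and 58 without replicate 3). With the homogenate that a TRAP-seq and an RNA-seq library share as a block, they were 64, 22 and 52. On simulated changes the interaction test gave 11.6, 2.7 and 12.7% false calls at the 3 times.

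**Figure D3:**
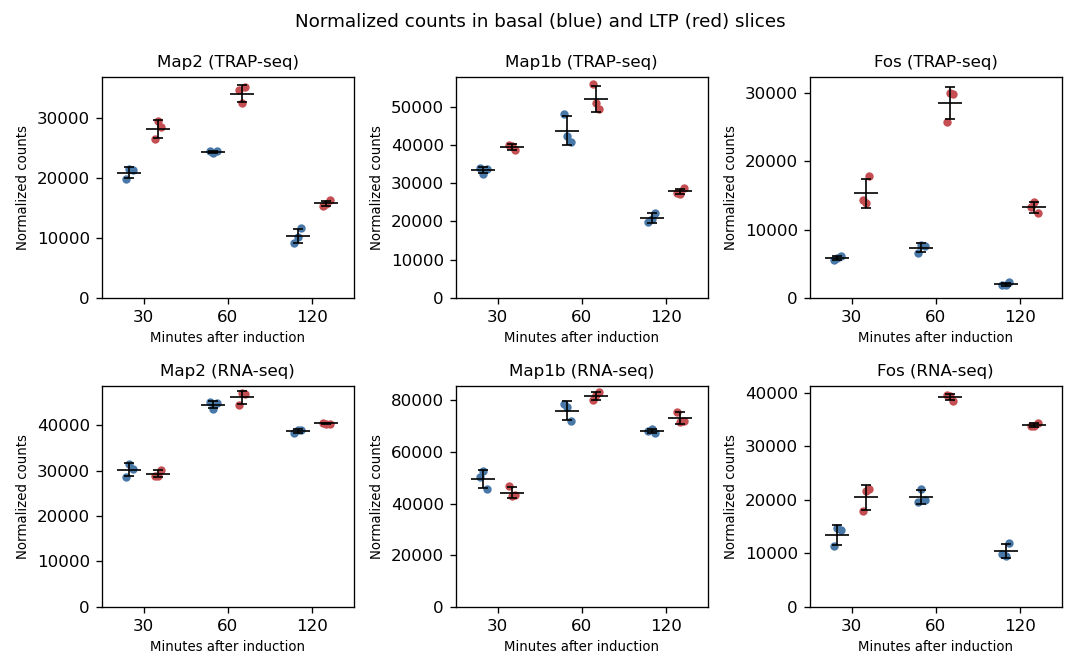
TMM-normalized counts of Map2, Map1b and Fos by TRAP-seq (top) and RNA-seq (bottom) at 30, 60 and 120 min. Points, 3 replicates; bars, mean ± SD; blue, basal; red, LTP.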

Interestingly, transcripts known to be neuron-specific, such as *Map2* and *Map1b*, were DE by TRAP-seq but virtually unchanged by RNA-seq. This raised the possibility that transcripts could be regulated differently at ribosome-associated and total RNA steady states; specifically, changes in the ribosome-associated population would not necessarily require corresponding changes in the total RNA concentration. To address this possibility using a more unbiased approach, we used a bioinformatics approach to identify neuron-enriched transcripts by looking for transcripts whose basal expression was overrepresented by TRAP-seq as compared to RNA-seq (see Materials and Methods for details). We confirmed the neuron-enriched expression of these transcripts using the Allen Brain Atlas (http://mouse.brain-map.org/); of the 30 DE neuron-enriched transcripts that had detectable expression by the Allen Brain Atlas, only 1 was excluded for being non neuron-enriched. We then compared differential expression of this set of transcripts in the TRAP-seq and RNA-seq data. From this, we identified 16 transcripts that were DE at comparable levels by both RNA-seq and TRAP-seq (mainly comprised of immediate-early genes that are rapidly transcriptionally/translationally upregulated; Abraham et al., 1991) and 43 transcripts that were only DE by TRAP-seq (Table S8). 

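Neuron-enriched transcripts were taken here as those with a TRAP-seq over RNA-seq ratio of at least 1.5 in basal slices and at least 10 normalized counts, 2686 in all. Of these, 44 were DE by TRAP-seq at some time, and 23 of them also by RNA-seq. The 23 include Lars2, which went in opposite directions at 120 min (log2 fold changes of -8.06 by TRAP-seq and 1.80 by RNA-seq). Averaged over the times at which each was DE, the immediate early factor Egr1 was at log2 fold changes of 1.29 by TRAP-seq and 1.02 by RNA-seq, Klf2, a Krüppel-like factor, at 1.13 and 0.85, the phosphatase Dusp6 at 0.78 and 0.81, and Rgs4, a regulator of G protein signaling, at 0.69 and 0.70. DE by TRAP-seq alone were 21, among them Kremen2, a receptor of the Wnt inhibitor Dickkopf (1.19 and 0.29), and the serotonin receptor Htr1b (0.51 and 0.31). A transcript DE by one method alone is not shown to differ between the methods. With the replicate block 68 were DE by TRAP-seq alone and 28 by both; with a ratio of 2 it was 10 and 6.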

Taken together, the magnitude of differential expression of these transcripts by TRAP-seq was significantly greater than RNA-seq, (Figure 6, *p* < 0.0001; Wilcoxon signed rank test). This greater magnitude of differential expression was observed for both upregulated and downregulated transcripts.

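Over the 44 transcripts the absolute log2 fold change was larger by TRAP-seq in 34, with medians of 0.62 by TRAP-seq and 0.44 by RNA-seq and a median difference of 0.17 (sign-flip permutation test on 1e+05 draws, p = 2e-05). This test and those below run over transcripts of the same libraries, which are not independent replicates, so that p does not measure the spread between replicates. The transcripts were chosen as DE by TRAP-seq; over the 33 neuron-enriched transcripts DE by RNA-seq, Egr4 and Nptx2 among them, 14 were larger by TRAP-seq and the median difference was -0.014 (sign-flip permutation p = 0.89). Over all 2686 neuron-enriched transcripts it was 0.023, with 1829 larger by TRAP-seq. Absolute fold changes also grow with the spread between replicates. That spread was larger by TRAP-seq at each time (biological coefficient of variation 0.0871, 0.0672 and 0.0987 against 0.0754, 0.0629 and 0.0426). The 2686 were also chosen by the basal counts that the fold changes use, and 1749 of them were lower in LTP slices by TRAP-seq. The value of 0.023 is therefore not shown to be a greater response. Without the libraries of 120 min, 16 transcripts gave 0.098 (sign-flip permutation p = 0.037; Wilcoxon p = 0.0507, n = 16). Among the 44 are Rn45s, Lars2 and Mir6236, which followed the share of ribosomal RNA in the TRAP-seq basal libraries of 120 min; without these and the kidney markers the difference was 0.15 (41 transcripts, 31 larger, permutation p = 9e-05).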

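Of the 44 neuron-enriched transcripts, 29 were higher in LTP slices by TRAP-seq, with a median difference in magnitude from RNA-seq of 0.060 and 19 larger by TRAP-seq, and 15 were lower, with a median difference of 0.43 and 15 larger by TRAP-seq. Among the lower ones were the zinc finger protein Zfp874b (-0.53 by TRAP-seq and 0.020 by RNA-seq, log2 fold change where it was DE), the gene Nr2c2ap (-0.74 and -0.15), the laminin subunit Lamb3 (-0.81 and -0.40) and the transcription factor Rfx2 (-0.55 and -0.25). Without kidney markers, Rn45s, Lars2 and Mir6236, the lower group was larger by TRAP-seq in 12 of 12 (median difference 0.36), Rgs9 among them (-3.28 and 0.036). The lower transcripts were chosen as DE by TRAP-seq, which favours a larger value there. Counts of 15 of 15 and 12 of 12 are therefore no independent evidence of a greater magnitude.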

**Figure 6:**
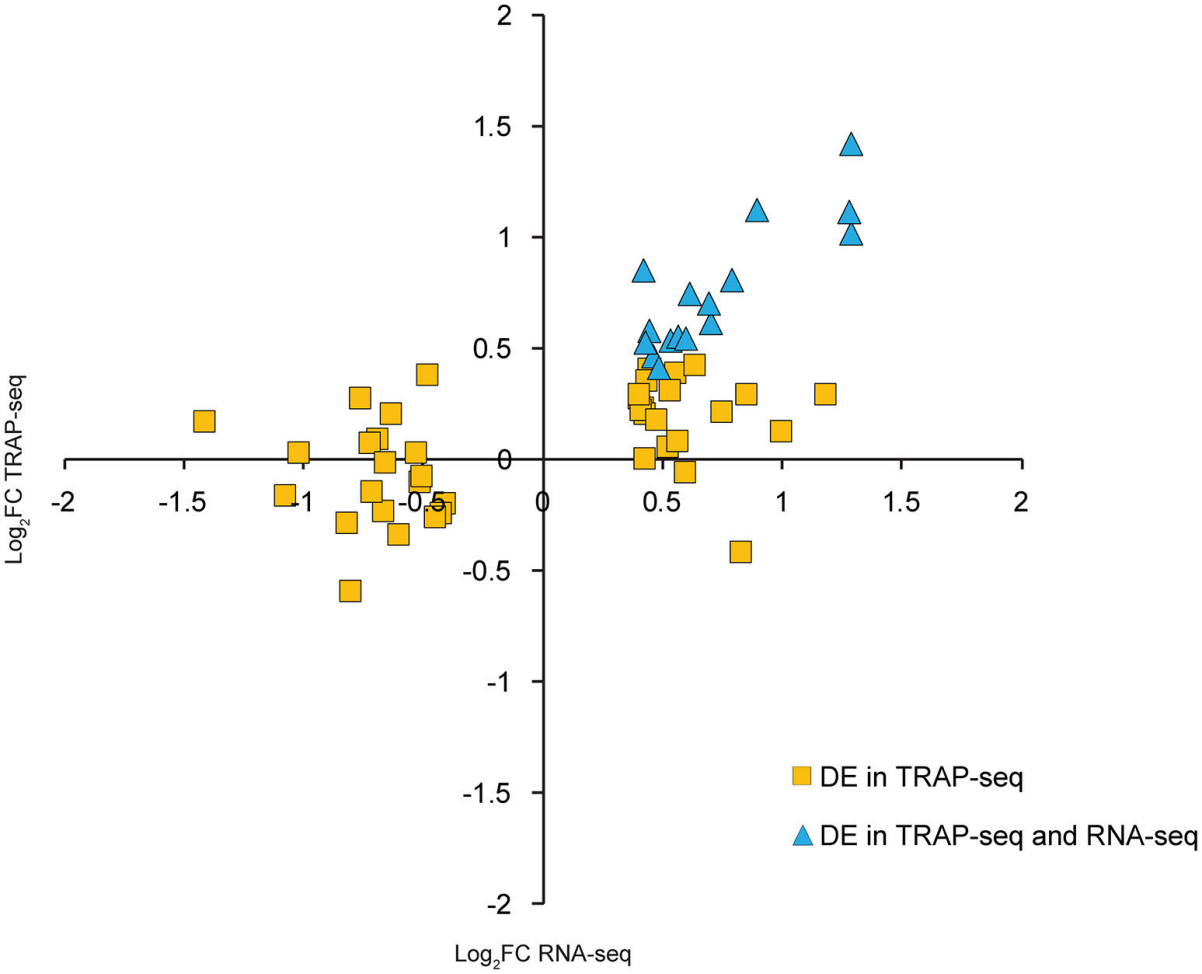
**Neuron-enriched transcripts have significantly greater fold-change magnitudes by TRAP-seq than RNA-seq following LTP induction**. Each point represents one transcript that was both neuron-enriched and DE by TRAP-seq.

Given that specific transcription factors have been shown to coordinate the transcription of multiple important transcripts for LTP and memory (Alberini, 2009), we next sought to determine whether DE transcripts identified through RNA-seq were coordinately regulated by distinct transcription factors. Using two separate bioinformatic approaches to assess enrichment of known targets or binding motif sequence enrichment—oPOSSUM-3 (Kwon et al., 2012) (Figure 7A, Table S9A) and TRANSFAC (Matys et al., 2006) (Table S9B)—we identified CREB1 as the transcription factor with the most enriched binding sites, consistent with previous literature on the critical role of CREB1-mediated transcription following LTP induction (Deisseroth et al., 1996). Other transcription factors with highly enriched targets within our DE transcripts included STAT1 and EGR1, which have previously been implicated in plasticity (Bozon et al., 2002; Barbosa et al., 2008), and NFAT1 and MZF1 (Tables S9A,B), transcription factors that have not been reported to be involved in neuronal plasticity but that are expressed in hippocampal tissue as determined by our RNA-seq data.

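Egr1, an immediate early zinc finger factor, rose by RNA-seq, with log2 fold changes of 0.20 ± 0.13, 0.73 ± 0.083 and 1.31 ± 0.061 at 30, 60 and 120 min (± SE, n = 3 replicates per group; adjusted p at 120 min 2.29e-09). In total RNA of basal slices Egr1 had 82.4 ± 17.4 CPM (mean ± SD, n = 9 libraries), Creb1, the cAMP-responsive factor, 88.8 ± 7.75, Nfatc2, which encodes NFAT1, 27.2 ± 1.86, and the myeloid zinc finger factor Mzf1 6.89 ± 0.438. At 120 min the log2 fold changes were -0.093 ± 0.043 for Creb1, 0.063 ± 0.057 for Nfatc2 and -0.18 ± 0.090 for Mzf1 (adjusted p = 0.401, 0.752 and 0.45). Binding sites in promoters were not analysed here.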

**Figure 7:**
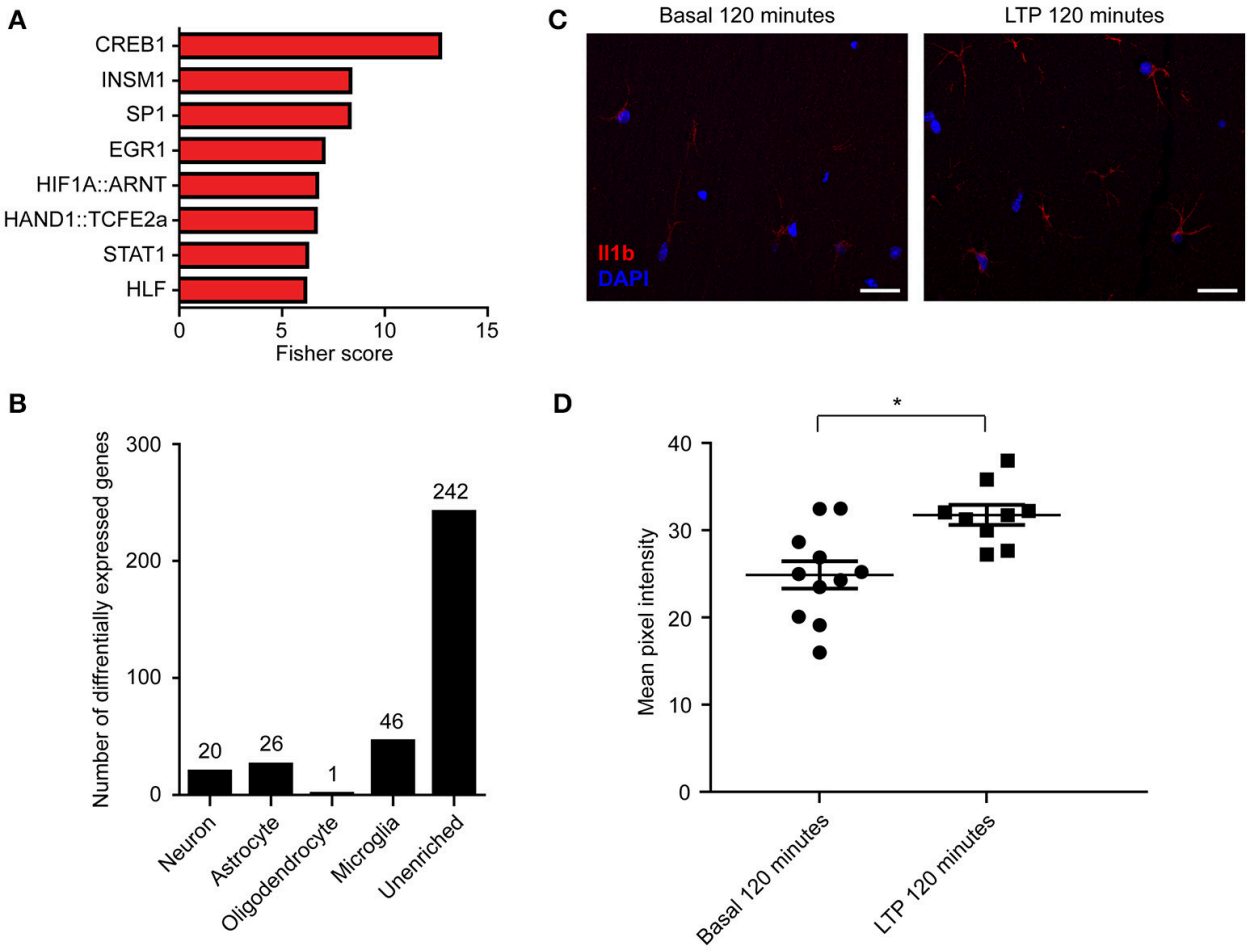
**Enrichment of transcription factor binding in RNA-seq DE transcripts suggests potential regulators of differential expression, and some DE transcripts are enriched in non-neuronal cell types. (A)** Transcription factor enrichment ordered by Fisher score, which represents overrepresentation of transcripts containing motif over background levels. TRANSFAC analysis identifying motif overrepresentation within our significant transcripts was also performed (Table S9B). **(B)** Numbers of DE transcripts that were enriched in each cell type (see Section Materials and Methods). **(C)** Representative immunohistochemistry for the microglial-enriched transcript Il1b demonstrating an increase in Il1b protein level (red) following LTP induction at 120′. **(D)** Grouped data from Il1b immunostaining (*n* = 2 animals, 11 slices). Scale bar = 20 μm. Data points represent the mean pixel intensities from ROIs around cell bodies and processes from single slices. Asterisk indicates *p* < 0.05; exact *p* = 0.0122. Error bars = SEM.

To our surprise, the GO categories of DE transcripts identified only through RNA-seq included processes not generally associated with neurons (Figure S5). Specifically, we detected an enrichment of biological processes involved in immune functions, such as those involved in cytokine signaling pathways. This raised the possibility that the induction of LTP triggered DE of transcripts not only in neurons, but also in other cell types. 

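At 120 min by RNA-seq, the cytokine Il6 was at a log2 fold change of 1.37 ± 0.12 (± SE, n = 3 replicates per group; adjusted p = 2.9e-06), the neutrophil chemokine Cxcl1 at 1.09 ± 0.10 (7.61e-06) and the interferon-induced chemokine Cxcl10 at 0.86 ± 0.088 (1.97e-05). Ccl9 was lower at 60 min (-0.47 ± 0.090, adjusted p = 0.0694) and 120 min (-0.48 ± 0.092), and Cxcl5 at 60 min (-1.04 ± 0.20, 0.0744). At 30 min none of 21 cytokines and chemokines was DE by edgeR or DESeq2 (2 lower at an unadjusted p under 0.05). By TRAP-seq Cxcl1 was at 0.77 ± 0.22 and Cxcl10 at 0.94 ± 0.26 at 120 min (adjusted p = 0.154 and 0.126; 0.0346 and 0.0284 with the replicate block). None of 10 interferon-response genes was DE by RNA-seq at any time by edgeR or DESeq2 (2 higher and 1 lower at an unadjusted p under 0.05 at 120 min).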

To explore this possibility, we utilized published transcriptional profiles from individual cell types in the mouse brain (Zhang et al., 2014) to generate a list of transcripts that were enriched in neurons, astrocytes, myelinating oligodendrocytes, or microglia (see methods). We then determined the number of DE transcripts that were enriched in each cell type (Figure 7B, Table S10). While most DE genes could not be attributed to a specific cell type, microglia had the highest number of cell-enriched DE transcripts (46 transcripts), including chemokine ligands and receptors. 

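The cytokine Il1b, which microglia release when they are activated, rose at 120 min by RNA-seq, with a log2 fold change of 0.84 ± 0.15 (SE, n = 3 replicates per group; adjusted p = 0.00382); at 30 and 60 min it was at 0.054 ± 0.24 and 0.19 ± 0.24. Genes that mark resting microglia moved little: none of 14, among them the fractalkine receptor Cx3cr1 (-0.034 ± 0.060), the complement subunit C1qa (0.012 ± 0.050) and the receptor Csf1r (-0.021 ± 0.045), was DE at 120 min by RNA-seq by edgeR or DESeq2, none had an unadjusted p under 0.05, and the list had a median of 0.0050. In the TRAP-seq libraries, the median was -0.32 at 120 min (adjusted p = 0.376 with an estimated correlation). None of 11 markers of astrocytes and none of 10 of oligodendrocytes was DE by RNA-seq at 120 min by edgeR or DESeq2 (4 and 0 at an unadjusted p under 0.05).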

To further validate the cell-type specificity of gene expression following LTP induction, we stained for the significantly DE microglial protein Il1b by immunohistochemistry at 120 min post-LTP induction and detected significantly increased immunoreactivity of Il1b protein in microglia following LTP induction (Figures 7C,D). These results suggest that a portion of the observed changes in total RNA were due to LTP-induced changes in the transcriptome of specific non-neuronal cell types. Taken together, these results underscore the need for cell-type specific studies of gene expression to understand the changes in gene expression that give rise to persistent forms of learning-related plasticity.

## Discussion

Decades of research have aimed to identify the specific activity-dependent genes whose expression gives rise to long-term plasticity and long-term memory. Many activity-dependent immediate early genes such as *Arc, c-Fos*, and *Egr1*, were initially identified using subtraction-cloning approaches comparing stimulated vs. unstimulated hippocampi (Nedivi et al., 1993). The development of microarray and next-generation sequencing technologies has permitted systematic and quantitative genome-wide analysis of the changes in gene expression that occur at various time points following the induction of LTP (Park et al., 2006; Coba et al., 2008; Ryan et al., 2012; Cho et al., 2015). Our intent in this study was to use sensitive, genome-wide approaches to optimize the discovery of activity-dependent genes and to thereby provide a comprehensive picture of the changes in gene expression that occur in excitatory neurons following induction of plasticity. We utilized a cLTP induction protocol to ensure that the maximal number of synapses would be potentiated for downstream gene expression analysis, and used CA3/CA1 mini-slices to focus our transcriptome analyses specifically on the pathway undergoing plasticity. Cell-type specific TRAP-seq was used to focus on gene regulation specifically within excitatory neurons. Although analysis of gene expression following learning in the behaving animal might be considered more relevant to identifying the genes whose expression lead to long-term memory formation, the sparse encoding of memory within neural circuits (Chawla et al., 2005; Rumpel et al., 2005) reduces signal to noise and thus impedes the identification of activity-dependent alterations in gene expression. For example, we identified a total of 335 DE transcripts by RNA-seq across all time points (Table S6), but a recent study utilizing RNA-seq to assay gene expression in hippocampus following fear conditioning (Cho et al., 2015) only identified 112 DE transcripts with more time points included and even less stringent criteria for differential expression than our study. In another recent publication using TRAP-seq to identify changes in ribosome-association of mRNAs in pyramidal cell dendrites following contextual fear conditioning, the variation between the biological replicates within the control and fear-conditioned animals was as large as the variation between the control and fear-conditioned animals (Ainsley et al., 2014; also E. M. Schuman comment in PubMed Comments). We believe that using TRAP-seq to systematically detect DE genes following LTP induction in a reduced slice preparation provides a fruitful first step in identifying specific genes that can subsequently be studied during learning and memory in the animal.

### Temporal regulation of gene expression following LTP induction

Studies using transcriptional and translational inhibitors have given rise to the idea that changes in gene expression only during the first 2 h following stimulation are critical to the persistence of hippocampal LTP (Frey et al., 1988; Nguyen et al., 1994; Nguyen and Kandel, 1997; Fonseca et al., 2006). The results of our TRAP-seq and RNA-seq experiments call this idea into question. We observe a time-dependent increases in the number of DE transcripts, with the greatest number of DE transcripts detected at 120 min, a time point when LTP persistence has been reported to lose sensitivity to translational and transcriptional inhibitors. Our results add to a growing list of studies (Bourtchouladze et al., 1998; Taubenfeld et al., 2001; Bekinschtein et al., 2007; Katche et al., 2013; Bambah-Mukku et al., 2014) that challenge the idea of a relatively short and early time window in which gene expression is exclusively occurring. Transcripts DE only at 120 min could serve as novel markers for late-phase LTP, as current proxies for synaptic plasticity such as *c-Fos* and *Arc* are transcribed immediately following non-LTP inducing levels of activity, and are not always associated with long-lasting plasticity and memory (unpublished data, Kim et al., 2010). Further studies examining the temporal patterns of gene expression during even later time points may provide greater insights into the temporal dependence of gene expression following LTP and learning.

One unexpected aspect of temporal regulation that emerged from our TRAP-seq data was that a relatively small (but significant) fraction of transcripts was DE across multiple time points (Figure 4A). This finding indicates that regulated ribosome association of mRNAs at later time points is not simply a continuation of regulated ribosome association at earlier time points, but rather that there are discrete rounds of differential ribosome association of transcripts following LTP induction. In contrast, RNA-seq showed a much greater proportion of temporal overlap between DE transcripts than TRAP-seq (Figure 4A, Figure S4), consistent with a more continuous pattern of transcriptional than translational regulation following LTP stimulation. This may be expected given the more dynamic kinetics of ribosome-association compared to total RNA regulation.

### Cell-type specificity of gene regulation underlying LTP

In this study, we measured differential expression occurring specifically within excitatory neurons following LTP induction using TRAP-seq, which revealed a large number of upregulated and downregulated DE transcripts that were not detected by RNA-seq from all cell types (Figures 2, 5A). This difference can in part be explained by differences in cell-type composition, with RNA-seq detecting fewer DE transcripts due to a dilution effect from other cell types. For example, transcripts such as *c-Fos* are DE in neurons but are also highly expressed within astrocytes (Arenander et al., 1989; unpublished data), which would diminish the detectability of DE by RNA-seq relative to excitatory neuron-specific TRAP-seq. It is unclear whether DE of transcripts expressed within neurons also occurs within other cell types. Interestingly, our bioinformatic identification of cell-type enriched transcripts that were DE by RNA-seq suggests that differential expression occurs in non-neuronal cell types following LTP induction, though most DE transcripts could not be ascribed to a single cell type using this approach. We detected 46 microglia and 26 astrocyte-enriched transcripts that were differentially expressed in our RNA-seq experiments, and demonstrated a corresponding microglial protein level expression change for the microglial-enriched transcript *Il1b* (Figures 7B–D). Astrocytic functions have been shown to be important for LTP and memory (Suzuki et al., 2011) and microglia have been shown to regulate activity-dependent synaptic pruning (Schafer et al., 2012). In this context, our findings highlight the importance of analyzing gene expression in non-neuronal cell types during forms of synaptic plasticity such as hippocampal LTP.

### Gene expression regulation following LTP induction

Gene expression is a coordinated process involving multiple layers of regulation, including transcriptional and post-transcriptional, with changes in total RNA following LTP induction traditionally thought to be required for changes in protein level. RNA-seq measures the concentration of total RNA, which reflects transcriptional regulation as well as RNA stability, while TRAP-seq measures the concentration of ribosome-associated mRNAs, which reflects not only mRNA concentration but also post-transcriptional regulation at the level of ribosome association. The difference in 5′ and 3′ UTR lengths between upregulated and downregulated transcripts of the ribosome-associated mRNAs, and enrichment of specific RBP motifs within their 3′ UTR sequences (Figures 3B,C), provide clues into the types of post-transcriptional regulation mechanisms that may underlie the upregulation and downregulation of these transcripts. Further analysis taking into consideration RNA secondary structural motifs, which are known to play critical roles in regulatory mechanisms such as RBP binding (Ricci et al., 2013), will be important for identifying other mechanisms of post-transcriptional regulation following LTP induction.

We note that the fold-change magnitude of most DE transcripts was modest, with most transcripts not changing more than an absolute log_2_FC of 1. While transcripts undergoing larger fold-change differential expression are better targets for some types of downstream experimental analyses, and are easier to confirm using less quantitative methodologies, such as immunoblotting or immunohistochemistry, DE transcripts with smaller fold-changes may still play a critical role in LTP. Smaller fold-changes may in fact be expected for the fine-tuning of biological systems, such as during synaptic plasticity, rather than a complete overhaul, such as during developmental changes in cell fate. Importantly, despite the low magnitude of fold change, differential expression was highly reproducible, not only between biological replicates used for RNA-seq and TRAP-seq, but also in the biological replicates used for qPCR confirmation (Figure S3).

Local protein synthesis has also been shown to be critical for LTP, which can occur in a transcription-independent manner (Kang and Schuman, 1996). A number of the DE transcripts that were identified only by TRAP-seq have also previously been shown to be localized to dendrites (Cajigas et al., 2012, Table S11), raising the possibility that their differential expression occurs at the ribosome-associated level in dendrites as well as in cell somata. Thus, the magnitude of differential expression we detected in many of these DE transcripts may in fact be changing at greater levels specifically within subcellular compartments; this has been demonstrated with translation of Camk2α protein only occurring locally within dendrites following stimulation (Ouyang et al., 1999). We also note that TRAP-seq may also incorporate measurements of ribosomal stalling—a mechanism used by FMRP to decrease rates of translation (Darnell et al., 2011)—which would affect the correlation of TRAP-seq changes and protein level changes for some of these transcripts. All of these issues highlight the necessity of better tools to dissect the different layers of regulation during LTP. For example, combining TRAP-seq with ribosome profiling provides a means of differentiation between ribosome stalling and procession, while methods like BONCAT allow for cell-type specific proteomic measurements of activity-dependent changes in protein expression (Müller et al., 2015).

When comparing the differential expression magnitude of neuron-enriched genes, we found that DE transcripts had significantly larger fold-change magnitudes at the ribosome-associated level than the total RNA level. This may result from (1) the faster kinetics of ribosome-associated regulation compared to regulation of total RNA steady states; (2) the lower basal copy number of ribosome-associated transcript compared to total RNA copies; and/or (3) distinct stimulus-induced post-transcriptional (and transcription-independent) regulation. Indeed, the fact that we detected such a large number of downregulated transcripts at all time points by TRAP-seq but not by RNA-seq (Figure 2A, Figure S4) is consistent with the faster kinetics of ribosome association (as compared to regulation of total RNA levels). These results suggest that neuronal stimulation can regulate transcript translation independently of changes in transcript concentration, and focuses attention on activity-dependent translational regulation. This is consistent with studies of stimulus-induced gene expression in a homogenous cell population that revealed significantly greater changes in polysome-associated RNA than total RNA (Tebaldi et al., 2012). Although we were very conservative in our criteria of neuron-enrichment, we cannot fully rule out the possibility that there may be expression of these transcripts in non-neuronal cells. To systematically test the extent of differential regulation at the total RNA and ribosome-loaded level, cell-type specific total RNA analysis is needed for a direct global comparison of the kinetics between the two RNA populations (Gay et al., 2013). This type of analysis will likely require the development of new technologies that reduce the amount of starting material required for cell-type specific RNA-seq. Thus, performing TRAP-seq without amplification required 20 hippocampal slices per condition per replicate (40 per experiment per replicate), and adding cell-type specific RNA sequencing using methods such as 4tU labeling (which would label only a fraction of the total RNA), would require an even greater number of animals per replicate, greatly reducing the feasibility of these experiments.

## Concluding remarks

The design and scope of this study was not to hand-select candidates and assay their function in LTP. Previous studies utilizing this approach have proven invaluable in implicating different molecules important for LTP, but a unified model of the molecular requirements for LTP is lacking (Sanes and Lichtman, 1999; Lisman et al., 2003). The large degree of time-dependent differential expression of hundreds of transcripts encoding genes involved in diverse functions raises questions about the interpretation of single-gene studies in understanding mechanisms of LTP and memory. The results presented here paint a clear picture of the sprawling complexity of gene regulation, even within only a single cell type, following LTP induction. When studying a single gene within this large web of interconnected genetic pathways, manipulations of a single gene may have widespread consequences—even altering the entire molecular network that is involved in plasticity. Thus, experimentation with individual candidates should involve more rigorous follow-up profiling of the downstream consequences on gene expression within the cell. Our results would argue that detailed, naturalistic studies are necessary to first provide an important molecular blueprint by which candidate-based studies can be interpreted.

## Materials and methods

### Generation of RiboTag × Camk2α-Cre mice

Both RiboTag and T29/Camk2α-Cre mice were purchased from Jackson Laboratories (RRID:IMSR_JAX:011029, RRID:IMSR_JAX:005359). Both male and female 8–12 week old Ribotag × Camk2α-Cre double heterozygotes were used to prepare hippocampal mini-slices.

### CA3/CA1 mini-slice preparation and cLTP induction protocol

400 μm thick hippocampal CA3/CA1 mini-slices were prepared from hippocampi of RT x Camk2α-cre double heterozygotes. The dentate gyrus was microdissected following slicing and mini-slices were allowed to recover for 2 h at 30°C in interface-type chambers with oxygenated (95% O_2_/5% CO_2_) ACSF containing 124 mM NaCl, 4 mM KCl, 25 mM NaHCO_3_, 1 mM NaH_2_PO_4_, 2 mM CaCl_2_, 1.2 mM MgSO_4_, and 10 mM glucose. LTP was induced by submerging slices in 50 μM forskolin (in normal ACSF containing 0.2% DMSO from addition of forskolin) for 5 min, followed by 30 mM KCl/10 mM Ca2+/50 μM forskolin in 0 Mg2+ ACSF for 5 min. Control solution contained 0.2% DMSO in normal ACSF for 10 min. Slices were perfused with normal ACSF after LTP induction, with time 0 starting immediately after applying the K^+^/Ca^2+^/forskolin solution. Slices were snap frozen in crushed dry ice at the specified time points, and stored at −80°C until RNA purification.

### Immunoprecipitation (IP) and RNA purification of ribosome-loaded/total RNA populations

Frozen slices were homogenized using a pestle in IP buffer which contained 50 mM Tris-HCl pH 7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT, 200 U/mL Protector RNAse inhibitor (Roche), 1 mg/mL heparin, 100 μg/mL cycloheximide, cOmplete protease inhibitor tablet (Roche). Pre-conjugated HA beads (EZview Red Anti-HA Affinity Gel, Sigma, RRID:AB_10109562) were washed twice with IP buffer before use. After homogenization, the homogenate was centrifuged twice at 10,000× g at 4°C. 1/10 of the homogenate at this step was immediately placed into Trizol (Invitrogen) for total RNA extraction. The remaining homogenate was incubated with washed HA beads overnight at 4°C. The following day the beads were washed 3× in a high salt buffer composed of 50 mM Tris, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT, and 100 μg/mL cycloheximide. RNA was eluted from the beads using 350 μL Buffer RLT + BME supplementation from the RNeasy Micro kit (Qiagen). Eluted IP RNA was column purified according to the kit protocol. Total RNA was purified through a combined Trizol and RNeasy kit protocol: after the spin gradient step in the Trizol purification, the aqueous layer was taken and mixed 1:1 with 100% EtOH and purified on a spin column. For each biological replicate, four mice were used, with ~20 slices per treatment condition. TRAP purification yielded ~200 ng RNA per 20 mini-slices, and total RNA from 1/10 of this homogenate yielded ~400 ng RNA. RNA quantification was done with the Qubit RNA HS assay (Thermo Scientific).

### Immunohistochemistry of RiboTag × Camk2α-Cre mice

Hippocampal slices were fixed in 4% PFA for 2 h at room temperature, rinsed 2× with PBS, covered in HistoGel (Thermo Scientific), then paraffin-embedded. 4 μm thick paraffin sections were deparaffinized and underwent heat-induced antigen retrieval. Sections were permeabilized with 0.1% TX-100 at room temperature for 30 min, then blocked in 10% goat serum at room temperature for 60 min. Slices were incubated with mouse anti-HA antibody (Covance, 1:1000, RRID:AB_291263) and rabbit anti-MAP2 (Millipore, 1:2000, RRID:AB_91939) overnight at 4°C, and with secondary antibodies (1:2,000) at 2 h at room temperature and counterstained with Hoechst (1:1,000).

Rabbit anti-Il1b (Abcam, 1:200, RRID:AB_308765) was used to confirm a microglial DE transcript. Images were taken from control- and LTP-treated slices from two animals at the 120 min time point, with 3–4 slices per animal per condition. ROIs were drawn around staining from cell bodies and processes, and the mean pixel intensity was taken for each ROI using ImageJ software. Each data point represents one slice. Mann-Whitney nonparametric test was used to determine significance.

### Quantitative PCR for non-specific transcript depletion, cLTP induction, validation

To assay depletion of non-specific transcripts, 50 ng of total RNA and TRAP RNA were reverse transcribed into cDNA using SuperScript III with random hexamer primers (Invitrogen). Technical triplicate reactions for each primer set (*Gfap, Gad1, Cnpase*) using SYBR Green PCR Master Mix (Applied Biosystems) were prepared, with the cDNA being evenly divided into each reaction. Percent de-enrichment was calculated by comparing relative *Ct* values between total and TRAP RNA samples for each set of primer. To assay LTP induction, 20 ng of total RNA and TRAP RNA for both basal and LTP conditions were reverse transcribed. Normalization of basal/LTP *Ct* values with HPRT1 was done before comparing fold-change of activity-dependent transcripts (*Arc, c-Fos*) through relative *Ct* values. To validate sequencing results, we collected a separate biological sample for both 60 and 120 min time points and performed RT-qPCR for the indicated transcripts. Some primer sequences were obtained from PrimerBank (http://pga.mgh.harvard.edu/primerbank) while others were designed to span exon-exon junctions.

### RNA sequencing library preparation and sequencing

~150 ng of TRAP RNA and total RNA were used in the library preparation, with a total of 12 samples per time point (biological triplicates for total basal/LTP and TRAP basal/LTP). RNA libraries were made using Illumina TruSeq RNA library preparation v2 kit. rRNA was first depleted from all samples using the Ribo-Zero Gold kit. Libraries were prepared according to manufacturer's instructions, skipping the oligodT purification step. Single-end (30 min time point) and paired-end sequencing (60 and 120 min time points) were performed using the Illumina Hiseq2500 system. Both library preparation and sequencing were done at the UCLA Neuroscience Genomics Core. Read lengths were 64 bp for single-end reads and 69 bp for paired-end reads, with an average of 45 million mapped reads per sample.

### RNA-seq, time-series, go enrichment analysis

RNA sequencing reads were mapped to the mm10 annotation of the mouse genome using STAR aligner (Dobin et al., 2013) and differential expression analysis was done with edgeR (Robinson et al., 2009). Reads were normalized by the trimmed-mean method for each time point before differential expression analysis. Significant differential expression used a cutoff of FDR < 0.1 and log_2_ fold-change of at least ±0.4. Hypergeometric tests were used to determine significance of overlap between DE transcripts of different variables.

Heatmaps were generated with gplots in R displaying all significant transcripts across all time points. The bottom 5% expressed transcripts (i.e., lowly expressed significant transcripts) were excluded as to minimize visual artifacts.

KEGG pathway analysis of up and downregulated transcripts was done using WebGestalt with a whole genome background list. All functional category enrichment analyses considered an adjusted *p*-value < 0.05 after BH correction to be significant, with a minimum of 4 genes per category. Up and downregulated transcripts from all time points were included.

Time series analysis was done with Short Time-series Expression Miner (STEM) (http://www.cs.cmu.edu/~jernst/stem/) using the fold-changes for transcripts that were significant in at least one time point. Gene ontology analysis was done using WebGestalt (http://www.webgestalt.org/option.php) on the temporal profiles derived from STEM analysis. All transcripts that had at least an average read number of 20 normalized reads by TRAP-seq across all time points was used as the background transcript list. For enrichment of TRAP-seq, RNA-seq, or both TRAP-seq and RNA-seq DE transcript function, PANTHER (http://pantherdb.org/) was also used to identify enriched categories and the genes associated with them with a background list derived from RNA-seq expression levels of 20 normalized reads on average across all samples and time points.

### UTR length and RBP motif enrichment analysis

Annotated 5′ and 3′ UTR lengths were obtained from BioMart using the Ensembl GRCm38 build. In cases of multiple annotated UTRs for a given gene, the average was taken and used for resampling. The annotated UTRs of brain-expressed transcripts from Kang et al. (2011) were compared against downregulated and upregulated transcripts using a Wilcox ranked test. This was also completed with a mouse-specific brain-expressed transcript list (Polymenidou et al., 2011) that yielded similar results but is not shown here. A large majority of transcripts overlapped between the two brain-expressed lists.

RBP motif enrichment analysis was completed with a resampling approach using 3′ UTR sequences of brain expressed transcripts because RBP motifs were underrepresented in simple scrambling of UTR sequences. A total of 244 mouse RNA binding protein motifs (taken from Ray et al., 2013) were tested on the 3′ UTR of upregulated and downregulated transcript sets, against a background of brain-expressed transcripts. We identified the numbers of RBP binding sites for each RBP within all 3′ UTRs of our up and downregulated genes, and generated a distribution of chance RBP motif numbers by resampling 3′ UTRs from the brain-expressed list 5,000 times and 1,000 times for the 5′ UTR list. We then compared the observed value against the distribution of expected numbers of RBP motif occurrences to generate a *p*-value. UTR length was accounted for during the resampling by fixing the total combined nucleotide length of all sampled UTRs to equal the total nucleotide length of all UTRs in up or downregulated transcript sets, as length variability had a measurable effect on the results. Significance criteria was *p* < 0.05 and a fold-enrichment > ± 0.2. An important note is that 5′ UTR lengths were much shorter than 3′ UTR lengths, leading to fewer overall observed binding sites for this permutation analysis.

### Cell-type specific enrichment analysis

We used the RNA-seq dataset from Zhang et al. (2014) to calculate cell type-enriched transcripts. It is important to note that the Zhang et al. study was done in P7 mice, while our study was done in 10–12 week old mice. Using FPKM numbers for neurons, myelinating oligodendrocytes, astrocytes, microglia, and endothelial cells, we calculated a neuronal enrichment factor by comparing FPKM for a given cell type against all other cell types that are expressed in the hippocampus. For example, for astrocytes we used a formula of (astrocyte FPKM) / (neuron + oligodendrocyte + microglia + endothelial cell FPKM) as a conservative way to determine which transcripts were astrocyte-enriched. We used an enrichment factor cutoff of 1.5 for all cell types. Transcripts we considered to be significantly DE in astrocytes had to be (1) astrocyte-enriched and (2) differentially expressed by a cutoff of FDR < 0.1 and a log2 fold-change of at least ± 0.4.

To determine neuron-enriched genes using TRAP-seq/RNA-seq data, we took the average of normalized basal read counts across all samples from all time points for each gene and found the ratio of TRAP-seq reads over RNA-seq reads. We considered a ratio of 1.5 to be neuron-enriched; this was empirically a stringent cutoff for neuron-enrichment because many known neuron-specific genes such as MAP2 and Arc were excluded from our neuron-enriched list. This was done to avoid including transcripts that may be expressed at significant levels in other cell types. From this list, we included a 10-read minimum cutoff to ensure genes with inflated enrichment ratios were excluded. Significant DE transcripts by TRAP-seq were then identified from this list and included in the analysis. If a transcript was DE at multiple time points (as was the case for many transcripts DE by both TRAP-seq/RNA-seq), we took the average fold-changes between all time points the transcript was DE. Significance testing of the log_2_FC differences between TRAP-seq and RNA-seq was calculated using a Wilcoxon signed rank test.

### Transcription-factor binding analysis

A list of enriched transcription factor targets and significantly enriched binding motifs was identified using oPOSSUM 3.0 (http://opossum.cisreg.ca/oPOSSUM3/) and TRANSFAC on BioBase, respectively. Significant transcripts identified through total RNA sequencing at any time point were included in the analysis, with a background list of >20 average reads transcripts at 120′ for oPOSSUM and >10 average reads for TRANSFAC. Graphical representation is for oPOSSUM results only, while results from both analyses are included in Tables S9A,B.

## Ethics statement

Use of mice in this study followed the recommendations of and protocol approved by the UCLA Institutional Animal Care and Use Committee.

## Author contributions

PC and KM designed experiments; TO and JA prepared hippocampal mini-slices; PC bred and characterized Ribotag-CamKIIα mice, performed cLTP stimulations, prepared samples and performed immunohistochemistry and qPCR; PC, RK, CB, and GC performed bioinformatics analysis; PC and KM wrote manuscript, with edits from TO, RK, and GC.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

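The 36 libraries are ribosome-associated RNA (TRAP-seq) and total RNA (RNA-seq) of basal and LTP mini-slices at 30, 60 and 120 min, with 3 replicates per group, each from 4 mice. For 1 basal TRAP-seq library the title gives 60 min and a label field 30 min; it was taken as 60 min, which leaves 3 replicates in each group. The authors mapped reads to the mouse genome mm10 with STAR and deposited, for each time, a table of raw read counts per gene symbol; these counts were the input here. The same deposited tables hold the signal of each gene as counts that the authors scaled with a trimmed mean to a common library size, log2 fold changes that the authors computed per group and per replicate pair, and FDR values from the authors' edgeR fits (versions not stated); these 3 were used only for checks and for comparison. The libraries of 30 min were single-end and those of 60 and 120 min paired-end, and the kit keeps no strand.

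Each table has 24060 genes. In 27 of them a spreadsheet had turned the symbol into a date. Of these, 25 were recovered from their Entrez gene ID and 2 left out (at most 0.0039% of a library). Of the 24058 genes used, 21036 had a read in some library. Genes were tested within each population and time (6 libraries) with edgeR 4.0.16 in R 4.3.3: TMM factors, filterByExpr and the quasi-likelihood test, with the study's criteria of a false discovery rate under 0.1 and an absolute log2 fold change above 0.4. Normalized counts are TMM-normalized within each comparison. The difference between TRAP-seq and RNA-seq was tested as the interaction of treatment and population in 12 libraries. The block of the interaction was the homogenate that a TRAP-seq and an RNA-seq library share, not the replicate pair of basal and LTP slices. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation and with fry, for 43 lists with at least 3 measured members, adjusted over the lists, populations and times. Counts "over the list alone" adjust p over the members of a list only. DESeq2 1.42.0, limma-trend and the exact test of edgeR were run beside it. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 read the tables, and matplotlib 3.10.9 drew the figures.

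The series description states that basal and LTP slices came from the same animals, with an LTP replicate for each basal one, so that the fits were repeated with the replicate as a block. After removing the group means, each LTP library correlated better with the basal library of its own number than with the others in TRAP-seq (0.336 to 0.722 against at most 0.172) and in RNA-seq at 60 and 120 min (0.228 to 0.544 against at most 0.099); in RNA-seq at 30 min the values of replicates 1, 2 and 3 were 0.066, 0.104 and 0.328 against at most 0.086. UTR and coding lengths came from GENCODE M21 (GRCm38), where 23511 of the genes were found. Neuron-enriched transcripts had a basal TRAP-seq over RNA-seq ratio of at least 1.5. Motif sites were counted in 3′ UTRs against 5000 random draws of background sequence; 1 of the 6 motifs and some single genes are not reported here. Permutation tests used 1e+05 draws.

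The genes named in the text were fixed by rule before the data were examined, as were the tests, thresholds and most alternatives: every gene that the paper names in its results, Figures 2C, 4D and 5C and Table S8 (whose values had been seen), the 10 higher and 10 lower genes with the smallest adjusted p of each comparison among those with separate groups, up to 4 members of each list, 6 genes in each direction of each interaction, and the cell type markers. A gene outside this rule that is named beside a small count was chosen after its values were seen. The tests were tried on simulated counts drawn from the real means and library sizes with 200 changed genes: the quasi-likelihood test found 81 to 91% of 1.5-fold changes by TRAP-seq and 97 to 99% by RNA-seq, with at most 1% false calls, and the interaction test 70 to 81%, with up to 12.7% false calls. Alternatives were other tests, scalings and filters, the replicate block, a joint fit of 12 libraries, fewer reads, a correction for transcript length and GC content, and leaving out each library. RT-qPCR, promoter motifs, network and ontology analyses of the study were not analysed here.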

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

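The list of kidney markers, its test and that of markers of other cells were chosen after the first results had been seen. The difference between TRAP-seq and RNA-seq in the response to LTP induction, tested as an interaction, passed the criteria for 10 transcripts at 30 min, 12 at 60 min and 35 at 120 min (edgeR, n = 3 replicates per group). With the homogenate as a block they were 64, 22 and 52. The values below are log2 differences of TRAP-seq minus RNA-seq ± SE. Of the 10 at 30 min 8 were higher by TRAP-seq, among them the golgin Golga4 (0.43 ± 0.064, adjusted p = 0.0559), Tpr (0.48 ± 0.069, adjusted p = 0.0559), Rnf11 (0.42 ± 0.067, adjusted p = 0.0885), Fbxl19 (0.41 ± 0.073, adjusted p = 0.0928), Golgb1 (0.44 ± 0.077, adjusted p = 0.0928) and Gpr137 (0.53 ± 0.092, adjusted p = 0.0928), and 2 lower, the ribosomal protein Rps10 (-0.62 ± 0.11, adjusted p = 0.0928) and the proteasome subunit Psma5 (-0.53 ± 0.10, adjusted p = 0.0947). Fold changes of genes that were not DE followed transcript length in opposite directions in the 2 populations at 30 min (Spearman's rho 0.266 by TRAP-seq and -0.326 by RNA-seq). With the length and GC trend removed, a test added after the values had been seen, 6 transcripts passed at 30 min, 4 of them among the 10 (5 of the 10 with the block); Golgb1 was at 0.276 (adjusted p = 0.28) and Golga4 at 0.319 (0.0537), below the fold change criterion.

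Of the 12 at 60 min 11 were higher by TRAP-seq, among them Fos (1.03 ± 0.097, adjusted p = 0.000308), Btg2 (1.18 ± 0.14, adjusted p = 0.00139), Gadd45g (0.87 ± 0.10, adjusted p = 0.00139), Atf3 (1.35 ± 0.17, adjusted p = 0.00174), Map2 (0.43 ± 0.059, adjusted p = 0.00608) and Dusp1 (0.53 ± 0.083, adjusted p = 0.0255), and 1 lower, Smarca4 (-0.78 ± 0.089, adjusted p = 0.00139). Of the 35 at 120 min 26 were higher, among them Atf3 (1.68 ± 0.13, adjusted p = 6.99e-06), Fos (1.04 ± 0.12, adjusted p = 0.00137), Trib1 (1.08 ± 0.13, adjusted p = 0.00137), Klf4 (0.82 ± 0.11, adjusted p = 0.00256), Sox9 (1.18 ± 0.16, adjusted p = 0.00256) and Klf6 (0.72 ± 0.098, adjusted p = 0.00265), and 9 lower, among them Rgs9 (-3.29 ± 0.41, adjusted p = 0.0016), Hilpda (-0.97 ± 0.17, adjusted p = 0.0234), Hes1 (-0.79 ± 0.15, adjusted p = 0.0439), Lars2 (-9.83 ± 1.50, adjusted p = 0.00736), Mir6236 (-8.13 ± 0.98, adjusted p = 0.00137) and Rn45s (-7.99 ± 1.01, adjusted p = 0.0016). Rn45s took 40.63 to 61.36% of the reads in TRAP-seq basal and 0.13 to 1.58% in TRAP-seq LTP libraries of 120 min. Lars2 and Mir6236 followed that share, and Rgs9 was highest in the basal library where it was largest. The differences of these transcripts are therefore not shown to be a response to LTP induction. Counts of the interaction fell to 0, 0 and 1 at their lowest when a replicate was left out.

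The paper does not report on the share of Rn45s, which had a median of 40.98% of the reads in the TRAP-seq basal libraries of 120 min. It lists some of the kidney markers without a remark on kidney. These are Gpx3 in Figure 2C, Cdh16 in Figure 5C, and Cyp4b1 and Slc34a1 among the neuron-enriched transcripts of Table S8. The kidney markers called lower at 120 min here were 11.3 times higher in CPM (median) at 120 min than at 30 and 60 min.

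The transcripts lower at 120 min by TRAP-seq were weighed against 3 technical explanations. For the 8 called kidney markers, the ratio of 11.3, with reads in RNA-seq as in TRAP-seq libraries of 120 min, is in line with a trace of kidney RNA in the samples of that time, but it is a median: the ratios ran from 0.98 for Lrp2 and 1.74 for Cyp4b1 to 259, so that these 2 do not carry the profile. The 8 had a median of 8.12 by RNA-seq alone. Over all libraries the whole list of 30 had 2.62, and the 4 that were tested and not called 1.05 (2.14 and 1.08 by RNA-seq alone). The list was written after the profile was seen, so that its ratio is no independent evidence of a trace; how one could have entered is not known. The other 26 lower transcripts outside those and the ones linked to Rn45s had a median ratio of 0.991 by RNA-seq (Rgs9 3.33 over all libraries). For transcripts that the slices express themselves a trace of a few CPM would not show in this ratio, as for Lrp2, so that a trace is neither held nor excluded for them. After thinning the LTP libraries, 69.4% of lower calls remained (25 of 36), so that fewer reads in the basal libraries can be neither held nor excluded as a cause. Markers of other cells also fell, with a median of -0.199 (57 of 71 negative; astrocytes -0.01, microglia -0.324), and in basal slices endothelial markers were less depleted at 120 than at 30 min (log2 ratio -2.688 and -3.805). The markers had a median basal log2 ratio of TRAP-seq over RNA-seq of -3.024 and the other 26 had 0.514. RNA carried over from other cells would therefore move the markers more. The 26 fell by a median of -0.548 (quartiles -0.741 and -0.453, against -0.341 and -0.026 for the markers). But the 26 were chosen as lower in LTP slices, which favours a larger fall and a higher basal ratio, and the markers were not. Carried-over RNA as the cause of the other 26 is therefore neither held nor excluded. By RNA-seq 81.1% of the lower transcripts had a negative fold change (30 of 37; 7 of the 8 kidney markers, 23 of the other 26) and 51.5% of those not DE. Total RNA came from the same homogenates and would share any difference between slices, so that a change after LTP induction stays open.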

How the results depend on the processing

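Several alternatives were chosen after the data had been seen: the likelihood-ratio test without a filter, the correction for transcript length and GC content, fewer reads, sets without the 120 min libraries, without kidney or Rn45s-linked transcripts, and sets of the authors' calls. With 3 replicates per group and 10146353 to 52459224 reads, small changes of rare transcripts are out of reach, and a left-out library leaves 2 replicates in a group. The cause was not tested for any value below that changed. Of the transcripts named by rule and DE by TRAP-seq at 120 min, 1 of 99 lost its call with the replicate block (Kcnh7, from 0.40 to 0.394) and 13 with the length and GC correction, which ended 5 of 43 at 30 min and none of 48 at 60 min. DESeq2 ended 8 of 43, 10 of 48 and 14 of 99 at 30, 60 and 120 min. Leaving out 1 library ended up to 30, 14 and 41 of them. With the block several transcripts gained a call, by TRAP-seq among others Atf3 (adjusted p 0.189, with the block 9.82e-05) and Hes1 (0.139 and 0.000214) at 30 min, Lars2 (0.478 and 1.3e-06), Gad2 (0.213 and 0.00205) and Myo6 (0.322 and 8.91e-06) at 60 min and Bbc3 (0.138 and 0.000317), Cxcl1 (0.154 and 0.0346) and Cxcl10 (0.126 and 0.0284) at 120 min, and by RNA-seq Dusp5 (0.322 and 8.97e-06) at 60 min. The test of CRE sites was not run, for lack of a genome sequence, and the pseudocount of 1 in limma-trend was not varied.

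Of the DE counts by TRAP-seq (56, 69 and 226 at 30, 60 and 120 min), the replicate block gave 235, 264 and 440, the false discovery rate alone 245 and 206 at 30 and 60 min, the joint fit of 12 libraries 115 at 30 min and 402 at 120 min, and the exact test 107 at 30 min. The likelihood-ratio test without a filter gave 103, 106 and 366, and with the block 350, 436 and 662; the length and GC correction with the block 255, 265 and 390, one depth with the block 175, 202 and 392, and thinned LTP libraries with the block 404 at 120 min. Leaving out 1 library gave 16 to 63 at 30 min (17 without basal replicate 1, 16 without basal replicate 2, 27 without LTP replicate 1, 37 without LTP replicate 3), 47 to 87 at 60 min and 105 to 408 at 120 min (105 without basal replicate 1, 150 without basal replicate 2, 408 without basal replicate 3, 138 without LTP replicate 1, 137 without LTP replicate 2). DESeq2 (62, 55 and 226), limma-trend (55, 68 and 218) and other scaling factors (57, 69 and 222) stayed within 1.5 times.

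Of the DE counts by RNA-seq (18, 35 and 210), the block gave 62 and 56 at 30 and 60 min, the exact test 33, no filter 28 and the false discovery rate alone 28 at 30 min and 542 at 120 min, the likelihood-ratio test without a filter 36 at 30 min and with the block 102, 88 and 323, and the length and GC correction with the block 54 and 57 at 30 and 60 min. Leaving out 1 library gave 14 to 35 (35 without basal replicate 3), 28 to 39 and 182 to 214. Of the interaction counts (10, 12 and 35), the homogenate block gave 64 at 30 min and 22 at 60 min, DESeq2 27 at 30 min and 67 at 120 min, no filter 17 and the false discovery rate alone 16 at 30 min, the length and GC correction 6, 19 and 60 and with the homogenate block 39, 54 and 90. Leaving out 1 replicate gave 0 to 1 (0 without replicate 1 or 2, 1 without replicate 3), 0 to 11 (2 without replicate 2, 0 without replicate 3) and 1 to 58 (1 without replicate 1, 2 without replicate 2, 58 without replicate 3). Transcripts DE by TRAP-seq at 2 or more times (65) were 114 with the block and 23 without the 120 min libraries, and those DE by both methods (101) 30 without the 120 min libraries.

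The log2 ratio of excitatory markers (0.893) was 1.02 at 120 min alone. The difference in magnitude of neuron-enriched transcripts (0.165) was -0.014 for those DE by RNA-seq (Wilcoxon p = 0.56, n = 33 transcripts) and 0.098 without the 120 min libraries (p = 0.0507, n = 16). The 5′ UTR difference (0.169) was 0.051 without the 120 min libraries (Wilcoxon p = 0.0677) and 0.198 at 60 min only (permutation p = 0.13). The 3′ UTR difference (0.042) was -0.174 without the 120 min libraries (p = 0.255), -0.152 with the length and GC correction (p = 0.0527), -0.059 with that and the block (p = 0.439), -0.047 without kidney and Rn45s-linked transcripts (p = 0.974), 0.08 with the block (p = 0.00184), 0.155 on the authors' calls (p = 5.37e-05) and 0.13 on those without transcripts over 3 times higher at 120 min (p = 9e-04). Motif ratios against the lower transcripts were 1.655 for HuR (adjusted p = 0.092), 1.567 for PABPC4 (0.099), 1.35 for Pum2 (0.092) and 0.718 for FMR1 (0.28); FMR1 had 0.818 (0.13) with the length and GC correction and Samd4 0.706 (0.0077) with the block. Of the tests of gene lists, 112 had an adjusted p under 0.1, 51 with an estimated correlation and 73 with fry.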

Differences from the paper's values

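The paper's values and those here use the same criteria of false discovery rate and fold change. By TRAP-seq at 30 min the paper has 90 DE transcripts and 56 were found here; of the alternatives set before the data were examined, DESeq2 (62), the exact test (107), the joint fit of 12 libraries (115), no filter (74) and leaving out basal replicate 3 (63) came within 1.5 times, and the replicate block (235), limma-trend, other scaling factors, a higher filter, the false discovery rate alone and the other left-out libraries did not. At 60 min the paper has 353 and 69 were found; the block (264) came within 1.5 times and no other did. At 120 min the paper has 592 and 226 were found; the block (440), the joint fit (402) and leaving out basal replicate 3 (408) came within 1.5 times and no other did. By RNA-seq the paper has about 37 at 30 min in Fig. 5A, read by eye, and 18 were found; the exact test (33), no filter (28), the false discovery rate alone (28) and leaving out basal replicate 3 (35) came within 1.5 times, and the block (62), DESeq2 and the rest did not. At 60 min the paper has about 67 in Fig. 5A, read by eye, and 35 were found; the block (56) and the false discovery rate alone (46) came within 1.5 times and no other did.

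A likelihood-ratio test of edgeR without a filter, chosen after the values had been seen, called 103 by TRAP-seq at 30 min and dropped 1 of the 90 transcripts called in the authors' deposited table; with the replicate block, also chosen after, it called 436 at 60 min and dropped 1 of 353, and 662 at 120 min and dropped 3 of 592. By RNA-seq it called 36 at 30 min without the block and dropped 2 of 37, and with the block 88 at 60 min, dropping none of 67.

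Lower transcripts made up 20, 50 and 40% of those DE by TRAP-seq at 30, 60 and 120 min in the paper and 8.9, 13 and 16.4% here. At 30 min DESeq2 (19.4), the exact test (18.7), the block (26.4), the joint fit (17.4), no filter (16.2) and leaving out basal replicate 3 (19) came within 1.5 times, at 60 min the block (47.3) and the false discovery rate alone (44.2), and at 120 min the block (33.6) and the joint fit (29.1); the others did not. DE at 60 min alone were 73% in the paper and 17.4% here; the block (62.1) came within 1.5 times, and DESeq2 (7.3), the exact test (39), no filter (14.1) and a mean of at least 20 (12.3) did not.

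DE at any time by TRAP-seq only were 740 in the paper and 163 here (643 with the block; DESeq2 168, the exact test 278, no filter 210 and a mean of at least 20 160 stayed apart), by RNA-seq only 176 and 114 (the exact test 149, the block 142 and no filter 138 came within 1.5 times, DESeq2 104 and a mean of at least 20 107 did not), and by both 159 and 101 (the exact test 117, the block 150 and no filter 111 came within, DESeq2 93 and a mean of at least 20 100 did not). Of neuron-enriched transcripts, 43 were DE by TRAP-seq only in the paper and 21 here; a lower ratio (32) came within 1.5 times, and a ratio of 2 (10), at least 50 counts (19) and the block (68) did not.

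The paper's p for UTR lengths is 6.996e-05 for 5′ and 0.001748 for 3′ UTRs, and the Wilcoxon p here 0.000561 and 0.347; no alternative set before came within 1.5 times (5′: 0.00222 at 120 min only, 2.53e-09 by the false discovery rate alone, 0.00185 for the longest UTR; 3′: 0.159, 0.825, 0.796, and 0.261 for matched transcripts). For 3′ UTRs, settings chosen after the values had been seen gave 0.00184 (calls with the block) and 5.37e-05 (calls of the authors' deposited table, which drop none of them). For 5′ UTRs the calls of the deposited table gave a Wilcoxon p of 9.83e-07, also apart from the paper's. These p depend on the numbers of transcripts. The 5′ difference was 0.113 on the deposited calls (n = 441 and n = 334) and 0.169 here (n = 203 and n = 45). The larger p here is therefore not a smaller difference.

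Some statements of the paper on single transcripts or groups differ from the calls here. It lists Bbc3 as lower at 120 min (-0.68 ± 0.19 here, adjusted p = 0.138; past the criteria with the replicate block), Hey2 as higher (0.66 ± 0.28, adjusted p = 0.375), Myo6 at 60 min (-0.97 ± 0.38, adjusted p = 0.322; past the criteria with the block) and Dnah2 at 120 min (-0.60 ± 0.22, adjusted p = 0.279; past the criteria with the block) as lower. Of the transcripts that it lists as lower for neuroactive ligand-receptor interaction and for calcium signaling, none was DE here (5 and 3 with the block).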

Other observations

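Small nucleolar and Cajal body RNAs, which guide the modification of ribosomal and spliceosomal RNA, were higher by RNA-seq in LTP slices at 30 min: Scarna10 had a log2 fold change of 0.82 ± 0.065 (SE, n = 3 replicates per group), Snora31 2.21 ± 0.35 and Snora78 0.82 ± 0.13 (adjusted p = 7.35e-05, 0.0293 and 0.0365; named after their values were seen). Of 37 such RNAs 3 rose and none fell (12 over the list alone; median 0.34, adjusted p = 0.0172 with an estimated correlation); at 60 min the median of 27 was -0.073 and at 120 min that of 29 was 0.021. In these libraries of 30 min fold changes of genes that were not DE also fell with transcript length (Spearman's rho -0.326), and Rn45s took 0.21 to 14.1% of the reads in basal and 0.18 to 9.8% in LTP libraries; with the length and GC trend removed the median was 0.27 and 3 rose (5 with the block). These RNAs are short and partly lie in introns of other genes, and reads on them were not told apart from host transcripts. At the later times Snora31 was DE and higher by RNA-seq at 60 min, and Scarna10 by TRAP-seq at 120 min. Of 56 replication-dependent histones, 2 rose by RNA-seq at 60 min, Hist1h3a (0.64 ± 0.11) and Hist1h4a (0.53 ± 0.089; adjusted p = 0.0359 and 0.0284), with a median of 0.14 (3 over the list alone; adjusted p = 0.0595 with an estimated correlation).

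Transcripts of cytosolic ribosomal proteins had medians of -0.17, -0.069 and -0.16 by TRAP-seq at 30, 60 and 120 min, with 3 of 78, 12 of 79 and 3 of 79 positive, and 0.056, -0.056 and -0.016 by RNA-seq; none was DE by edgeR or DESeq2 (17, 5 and 5 lower by TRAP-seq at an unadjusted p under 0.05, and by RNA-seq 23 higher at 30 min and 1 and 4 lower at 60 and 120 min; adjusted p = 0.579, 0.805 and 0.786 with an estimated correlation). These transcripts are short, and with the length and GC trend removed the medians were -0.11, -0.094 and -0.068 by TRAP-seq and 0.018, -0.027 and -0.0057 by RNA-seq. Nuclear-encoded oxidative phosphorylation had medians of -0.099, 0.034 and -0.11 by TRAP-seq (-0.04, 0.017 and -0.011 with the trend removed), and none of 78 was DE by edgeR or DESeq2 (10, 2 and 2 lower at an unadjusted p under 0.05). Of 15 ionotropic glutamate receptors, 12 GABA-A receptors and 33 sodium and calcium channels, none was DE by TRAP-seq at 120 min by edgeR or DESeq2 (3 higher, 2 lower and 7 higher at an unadjusted p under 0.05).

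The comparison with the authors' fit was chosen after the results had been seen. The rise of DE counts by TRAP-seq with time was weighed against 4 technical explanations. The share of Rn45s was not among them. At 120 min it was 40.63 to 61.36% in TRAP-seq basal and 0.13 to 1.58% in TRAP-seq LTP libraries. Effects of that difference beyond depth cannot be told apart from LTP induction at that time. By RNA-seq, with at most 0.35% of Rn45s at 120 min, the counts rose as well (18, 35 and 210). But RNA-seq replicates varied least at 120 min (biological coefficient of variation 0.0426, against 0.0754 and 0.0629 at 30 and 60 min). A tighter run is therefore not excluded for the rise by RNA-seq. By TRAP-seq at one depth for all libraries, the count at 120 min was still at least 1.94 times that at 60 min. This excludes depth as the whole cause. TRAP-seq replicates varied at 120 min as much as before (biological coefficient of variation 0.0987), which excludes a tighter run there. With the length and GC trend removed the ratio went from 3.28 to 3.08, and with the block from 1.67 to 1.47: the correction moved it little and left it past the bound of 1.5 set before without the block but not with it, so that this trend as the whole cause can be neither held nor excluded. The steep step from 30 to 60 min in the paper's counts is in line with a replicate block in the authors' deposited fit at 60 and 120 min but not at 30 min: under one design the counts at 30 and 60 min were 56 and 69, 235 and 264 (block), 103 and 106 (likelihood-ratio test) or 350 and 436 (both), at most 1.246 times apart, and the median absolute difference from the deposited log2 fold changes was 0.00024 without and 0.0048 with a block at 30 min, and 0.0016 and 9.3e-05 at 60 min.

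The test of 5′ UTRs against all other transcripts was chosen after the values had been seen. Longer UTRs in higher than in lower transcripts were weighed against 3 technical explanations. With the length and GC trend removed and the replicate block, the 3′ difference was -0.059. The 3′ UTR is part of the transcript length that the correction uses, so that a real difference could be lost as well. A trend between libraries as its source is therefore neither held nor excluded. Coding sequences also differed (Wilcoxon p = 0.00921, n = 205 and n = 45 transcripts), but not with the length and GC trend removed (1189 against 1259 nt, p = 0.917, n = 211 and n = 87; with the block 1264 against 1278 nt, p = 0.788). That correction takes out what follows transcript length, so that longer transcripts as a whole are neither held nor excluded. Against all other transcripts tested, the higher ones had longer 3′ UTRs (Wilcoxon p = 0.000522, n = 205), but not past 0.05 with the trend removed (p = 0.0738, n = 211; with the block p = 0.787, n = 381), where the lower ones had longer ones without the block (1449 against 928 nt, p = 0.00103, n = 87), so that for 3′ UTRs a shift of the lower transcripts alone is neither held nor excluded. For 5′ UTRs the values exclude it. The higher ones were longer than all others (228 against 185 nt, Wilcoxon p = 5.95e-07, n = 203 transcripts). They were also longer with the trend removed (218 against 185 nt, Wilcoxon p = 3.92e-05, n = 211 transcripts). With that and the block they were at 206 against 185 nt (Wilcoxon p = 0.000846, n = 381 transcripts). There the lower ones did not differ past 0.05 (Wilcoxon p = 0.131 with n = 45 transcripts, 0.326 with n = 86 and 0.956 with n = 279). With the block alone the lower ones were shorter (165 against 186 nt, Wilcoxon p = 0.0292, n = 263 transcripts). The higher ones were again longer (218 against 184 nt, Wilcoxon p = 5.74e-07, n = 433 transcripts). The 5′ difference between higher and lower ones fell from 0.169 to 0.118 with the trend removed, and with the block from 0.12 to 0.044.

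Each comparison of 6 libraries has 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 56, 69 and 226 DE transcripts by TRAP-seq, and the highest other split 1, 5 and 0; by RNA-seq 18, 35 and 210 against 103, 3 and 0; and for the interaction 10, 12 and 35 against 4, 5 and 1. The 103 at 30 min by RNA-seq came from basal replicates 1 and 2 and LTP replicate 1 against the rest, which parts 1 replicate pair where the real split parts 3 (62 DE with the block); the other splits that part 3 pairs gave 0, 0 and 3.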
